# Behavioural traits propagate across generations via segregated iterative-somatic and gametic epigenetic mechanisms

**DOI:** 10.1038/ncomms11492

**Published:** 2016-05-13

**Authors:** Emma Mitchell, Shifra L. Klein, Kimon V. Argyropoulos, Ali Sharma, Robin B. Chan, Judit Gal Toth, Luendreo Barboza, Charlotte Bavley, Analia Bortolozzi, Qiuying Chen, Bingfang Liu, Joanne Ingenito, Willie Mark, Jarrod Dudakov, Steven Gross, Gilbert Di Paolo, Francesc Artigas, Marcel van den Brink, Miklos Toth

## Abstract

Parental behavioural traits can be transmitted by non-genetic mechanisms to the offspring. Although trait transmission via sperm has been extensively researched, epidemiological studies indicate the exclusive/prominent maternal transmission of many non-genetic traits. Since maternal conditions impact the offspring during gametogenesis and through fetal/early-postnatal life, the resultant phenotype is likely the aggregate of consecutive germline and somatic effects; a concept that has not been previously studied. Here, we dissected a complex maternally transmitted phenotype, reminiscent of comorbid generalized anxiety/depression, to elementary behaviours/domains and their transmission mechanisms in mice. We show that four anxiety/stress-reactive traits are transmitted via independent iterative-somatic and gametic epigenetic mechanisms across multiple generations. Somatic/gametic transmission alters DNA methylation at enhancers within synaptic genes whose functions can be linked to the behavioural traits. Traits have generation-dependent penetrance and sex specificity resulting in pleiotropy. A transmission-pathway-based concept can refine current inheritance models of psychiatric diseases and facilitate the development of better animal models and new therapeutic approaches.

## Abstract (web summary)

Physiological effects of psychological stress and infection in mothers can increase the incidence of anxiety and psychiatric diseases in offsprings and in subsequent generation. Here, Miklos Toth and colleagues show that intergenerational inheritance of neurological traits is propagated across multiple generations independently by parallel non-genetic mechanisms involving independent segregation of epigenetic specific loci.

The concept of ‘non-genetic' inheritance of parental traits is gaining acceptance as a significant contributor to the development of disease phenotypes, including psychiatric disorders^1^. For example, stress and resulting stress disorders in parents increase the risk for post traumatic stress disorder, depression and anxiety disorders in their progeny. Many aspects of this ‘intergenerational' transmission paradigm can be reproduced in rodents. In particular, parental stress was shown in several studies to result in abnormal emotional behaviour in the offspring^2^. Some human studies also suggest the transmission of parental behavioural/psychiatric conditions to the grandchildren^3^. As a result, the mechanism of ‘multigenerational' transmission of parental traits has been extensively studied in rodent models, especially through the male line because of its relatively straightforward interpretation via germ cells and the ease of obtaining sperm for epigenetic studies^4^.

However, epidemiological studies indicate that many inter/multigenerational non-genetic behavioural phenotypes are prominently or exclusively transmitted through the maternal line^1^,^5^. This is not surprising because, in contrast to paternal, maternal conditions can impact the offspring during gametogenesis and through fetal life, increasing phenotypic complexity and the overall inter/multigenerational effect. One prominent example is the increased vulnerability of adult children and grandchildren of Holocaust survivors to psychological distress^3^,^6^. Additional studies suggest that maternal stress and infection increase the incidence of anxiety, depression, schizophrenia, autism and attention-deficit hyperactivity disorder in the progeny^1^. Non-genetic inheritance can also be initiated by maternal mutations that perturb fetal development, but are not transmitted genetically to the offspring. A recent example relevant to psychiatric conditions is maternal (but not paternal) mutations in tryptophan hydroxylase I (an enzyme responsible for serotonin synthesis in the periphery) resulting in increased risk for attention-deficit hyperactivity disorder in the offspring^7^. Non-genetic multigenerational transmission of behaviour through the female line has also been demonstrated in rodents^8^,^9^.

Although these examples demonstrate the non-genetic transmission of complex behavioural traits via the maternal line across at least two generations and underscore its potential clinical importance, the idea that multifaceted offspring phenotypes can be the aggregate of the consecutive actions of germline and various ‘somatic' maternal effects has not been previously studied as a collective basis for complex diseases. Maternal intergenerational effects during pre/postnatal life are believed to be primarily mediated by hormonal and/or cytokine signalling pathways, emanating from the mother and altering the development of the fetal or neonatal brain^10^,^11^. However, these somatic mechanisms are limited to first-generation phenotypes, unless the maternal phenotype is self-perpetuating, a possibility that has not been explored comprehensively, presumably because its substantiation requires relatively complex embryo transfer and crossfostering experiments. Therefore, the question remains whether multigenerational transmission via the maternal line is gametic, as was found in a recent animal model^9^, and/or somatic, mediated by an iterative process.

To answer this question, we dissected a composite maternally transmitted behavioural phenotype that resembles in dimensions comorbid general anxiety and depression, to elementary behaviours/circuits and their corresponding transmission mechanisms. Reduced level/binding potential of the serotonin_1A_ receptor (5-HT_1A_R) is associated with anxiety, depression and stress disorders^12^,^13^ and an anxiety-like (that is, increased innate fear) phenotype in mice^14^. We previously reported that 5-HT_1A_R^+/−^ dams not only exhibit anxiety and stress-reactivity traits, but also transmit them non-genetically to their F1 wild-type (WT) offspring^15^. Here we show that the elementary traits of the composite phenotype are propagated beyond the F1 generation up to the F3 generation and that, in contrast to Mendelian inheritance, the maternal traits are not inherited in unison, but rather transmitted by segregated somatic and gametic mechanisms, each with generation-dependent penetrance and sex specificity. We also demonstrate that somatic transmission can be iterative and results in a multigenerational phenotype without the involvement of the gametes. Whether iterative somatic or gametic, the transmission mechanisms converge on enhancer-like sequences within synaptic genes, implicating abnormal neuronal signalling in the manifestation of the offspring phenotype. Our data introduce segregated transmission of non-genetic traits as a mechanism that may explain some aspects of the non-Mendelian propagation of behaviours and dimensions of psychiatric diseases across generations.

## Results

### Non-genetic propagation of behavioural traits

We reported the propagation of behavioural abnormalities to the genetically WT male offspring of 5-HT_1A_R^+/−^ heterozygote (H) parents and 5-HT_1A_R^−/−^ knockout (KO) surrogate mothers^15^. These behaviours included increased innate fear (anxiety-like behaviour) in the elevated plus maze and increased escape directed behaviour in the forced swim test. Here we tested if these behaviours propagate to the next (F2) generation through the maternal line. F2 males, produced by mating F1 WT females with control WT males (Supplementary Fig. 1), exhibited reduced exploration of the fear-inducing open arm of the elevated plus maze (that is, reduced distance travelled in percent of total distance; Fig. 1a). Total activity was unchanged, indicating that the reduced activity was specific for the open arm and consistent with innate anxiety-like behaviour (Supplementary Fig. 2). As Fig. 1a shows, the anxiety-like phenotype of F2 males were comparable to that of KO males (or H males, not shown^15^), demonstrating the robustness of the non-genetically transmitted behaviour. To test if the anxiety-like behaviour is propagated beyond the F2 generation, F3 males, with age-matched F1, and WT controls were generated. The anxiety-like phenotype was not transmitted to the F3 generation, whereas the F1 males, as in our previous study^15^, exhibited the phenotype (Fig. 1b). Of note, to avoid genetic drift, the H line was backcrossed every five to ten generations to WT mice obtained from large colonies kept at Taconic Biosciences, and then the H and WT lines were re-established; still, non-genetic transmission of the anxiety-like phenotype from H mothers to WT offspring was reproduced following three such backcrosses (H, KO and F1 data from the first and second backcross were reported earlier^15^, whereas the current H, KO, F1, F2 and F3 data were generated with mice from the second and mainly third backcross). Return of the open arm behaviour in F3 generation males to the WT level is also consistent with a non-genetic transmission, as opposed to spurious genetic transmission that would propagate beyond the F2 generation. Next, we generated age-matched WT, H, F1, F2 and F3 females (males were used for epigenetic studies) to study if sex influences transmission. Unlike males, F1 females showed only a trend for increased innate fear and F2 and F3 females were indistinguishable from that of WT (Fig. 1c), indicating sex differences in the transfer and/or manifestation of the anxiety-like phenotype.

We also reported that fetal exposure to the H maternal environment (by WT embryo transfer and consecutive crossfostering to WT mothers) is sufficient to produce increased innate fear in the elevated plus maze in WT mice^15^. We refer to these mice as F1-S, to indicate their ‘somatic' exposure to H mothers. In contrast, anxiety-like behaviour did not result when exposure to the H maternal environment was limited to the germline (G) and early embryogenesis in F1; up to the 2–4 cell stages (Fig. 1d). These F2-G offspring and their WT-G controls were generated by transferring F2 early embryos (exposed at the germ cell stage to the H environment) from F1 donors or WT embryos from WT donors to WT recipients, respectively. Overall, these data are most consistent with a model in which anxiety is transmitted via an iterative non-gametic mechanism from H mothers to the F1 generation, and then from the F1 females to the F2 males.

Although their overall activity was unchanged in the elevated plus maze, F2 males, similar to KO males, exhibited reduced locomotor activity in the larger and less stressful open field test (Fig. 1e). Albeit hypoactivity can be interpreted as a sign of anxiety, in a relatively low stress environment it may rather reflect reduced motivation. In contrast to F2 males, neither F1 nor F3 male offspring showed hypoactivity (Fig. 1f). F1 females showed only a trend for reduced activity, whereas F3, like H females, exhibited significant hypoactivity (Fig. 1g). Overall, these data indicate a phenotype with variable penetrance and sex specificity across three generations. Interestingly, although F1 males showed no phenotype, hypoactivity was robust in F1-S male offspring, indicating that somatic exposure through fetal life to the H maternal environment is sufficient to elicit hypoactivity (Fig. 1h), and that continuous exposure to the H environment during the first 3 weeks of postnatal life in F1 males may moderate the fetal programming effect (Fig. 1f). This could also explain the significant hypoactivity of F2 males (Fig. 1e) because they, like F1-S males, are raised by genetically WT mothers. Non-genetic transmission to grandchildren that skips the F1 generation (but which is propagated through the paternal line) has previously been suggested in human^16^. As we found no apparent change in H maternal care^17^, the moderating effect of the postnatal H environment seems to be non-behavioural and could be mediated by maternal bioactive compound(s) in the milk or by the maternal microbiome. We have previously reported the effect of milk cytokines on the cognitive development in mice^11^, whereas others reported the effect of the maternal microbiome on offspring brain development and behaviour^18^. Taken together, based on the phenotype of F1-S and F2 males, we concluded that the hypoactivity trait is also transmitted by iterative somatic programming. Consistent with somatic transmission, the hypoactivity phenotype was not transmitted to F2-G males (Fig. 1h).

An additional variable receptor-associated non-genetic trait is reduced immobility/increased escape-directed behaviour in the forced swim test^15^. Although traditionally interpreted as an ‘antidepressant'-like behaviour, it more likely reflects increased reactivity to a stressful environment^15^. Alternatively, it may reflect a preference for an active, as opposed to passive, coping strategy to a strong stressor^19^. Although weak and below significance in F1 and KO males, the escape response was robust in F2 males (Fig. 1i,j). F1 and F2 females also exhibited a phenotype, but in the opposite direction, indicating a sex difference (Fig. 1k). We have previously reported that the increased stress-reactivity phenotype was absent in F1-S males^15^, suggesting that the trait is not somatically transmitted. Here we show that F2-G males have increased stress-reactivity (Fig. 1l), indicating that the transmission of this trait is gametic. A lack of the increased stress-responsive phenotype in F1 males (born to H mothers) but the presence in both F2 and F2-G males (born to WT mothers) supports the idea that the H gestational/postpartum environment moderates this gametically programmed phenotype. The increased stress-reactivity phenotype, seen in F2-G males was not apparent in the next generation (Supplementary Fig. 3), indicating that gametic programming of this phenotype is not strictly transgenerational.

Surprisingly, we also found that, while WT mice responded to the 5-HT_1A_R agonist 8-OH-DPAT with hypothermia, F2 and F3 males and females, similar to H or KO mice, had a partially/completely blunted drug response (Fig. 2a,b). The hypothermic response of 8-OH-DPAT is mediated by 5-HT_1A_ presynaptic autoreceptors in the raphe nucleus^20^. Embryo transfer itself induced blunted hypothermic response (presumably because of the surgical/transplantation procedure(s) and the resultant effect on the mother and/or embryo), preventing us from determining the exact transmission mechanism of this particular trait (Supplementary Fig. 4). Nevertheless, these data suggest that thermoregulation can be perturbed by the environment, revealed by a receptor agonist. To directly test if the blunted drug response in F2 males was due to reduced receptor availability in the raphe, we measured receptor binding by using [^3^H]-8-OH-DPAT. Indeed, F2 males had significantly reduced receptor binding in the dorsal raphe nucleus (Fig. 2c and Supplementary Fig. 5). F1 males, consistent with their drug-induced hypothermia response, had normal receptor binding. In F2 males, binding was also reduced in the hippocampus, expressing 5-HT_1A_ postsynaptic receptors, indicating that the non-genetic effect is not restricted to the presynaptic pool. However, levels of postsynaptic receptors in two cortical areas were unchanged in F2 animals. As *in situ* hybridization and RNA-Seq showed no receptor mRNA changes in F2 dorsal raphe and hippocampus (Fig. 2d), the absence of drug-induced hypothermia/5-HT_1A_R-binding is not based on a direct transcriptional mechanism, but presumably on impaired translation and/or receptor trafficking/coupling, which can be based on either a 5-HT_1A_R-specific or a broader mechanism.

Schematic representation of the transmission of the four traits in Fig. 2e underscores the variable- and sex-specific penetrance of the associated behaviours, resulting in behavioural pleiotropy in the pedigree. The anxiety-like behavioural trait is characterized by sex-specific and limited intergenerational transmission, as it was present in males up to the F2 generation, but absent in females, except a trend for increased innate fear in F1 females. In contrast, the other traits seem to be partially penetrant but multigenerational because they were weak or not expressed in F1, expressed robustly in F2 (especially in males), and were occasionally transmitted to the F3 generation. Importantly, the traits were transmitted and/or expressed independently from each other across the generations, even the somatically programmed anxiety-like and hypoactivity traits, indicating their segregated transmission.

### Transmission of the somatic anxiety-like behavioural trait

To gain insight into the mechanism of somatic programming, we focused on the anxiety-like phenotype because it was robustly transmitted to F1 and F2 males. We hypothesized that transmission of this particular trait from mother to offspring is through a brain-immune-brain pathway for the following reasons: (i) a deficit in brain 5-HT_1A_Rs is associated with depression and stress disorders^13^, conditions that can lead to a proinflammatory state in both mother and offspring^21^ and (ii) immune activation in the offspring can result in abnormal emotional behaviours^22^. First, we asked if H females exhibit signs of an immune system abnormality that is transmitted to F1 females (because their F2 male offspring have anxiety-like behaviour), but not to F2 females (because their F3 offspring do not display anxiety-like phenotype). Complete blood count (CBC) showed a reduced number of lymphocytes in KO, H, F1, but not F2 adult females, and similarly in adult males (Fig. 3a). In addition to the lymphocytopenia, KO, H, F1, but not F2, females exhibited a lower than normal number of red blood cells (accompanied by low haemoglobin level), suggesting anaemia (Fig. 3b). Finally, all groups (KO, H, F1 and F2) showed thrombocytopenia (Fig. 3b). In contrast to females, the number of red blood cells and platelets was normal in adult H, F1 and F2 males (not shown, Fig. 3h). Although elucidating the mechanism that initiates anaemia, lymphocytopenia and thrombocytopenia in 5HT_1A_R receptor-deficient H females will require additional research, it is known that cytopenias are often secondary to immune activation. For example, pancytopenia has been reported following severe viral infection such as HIV, likely caused by immune activation as a result of the indirect systemic effects of virus replication^23^. However, KO, H and F1 females were kept in a specific pathogen free (SPF) facility and showed no signs of infection. Other pathological conditions with anaemia, lymphocytopenia/leukopenia and thrombocytopenia are autoimmune diseases, particularly systemic lupus erythematosus (SLE)^24^. SLE is characterized by waxing and waning flares of inflammation and immune activation, resulting in the production of autoantibodies that target various organs and cells, including red blood cells, lymphocytes/leukocytes and/or platelets^25^. Given the more profound cytopenia in H and F1 female mice (anaemia, lymphocytopenia and thrombocytopenia), as compared with H and F1 males (lymphocytopenia only), it is interesting to note that SLE, and autoimmune diseases in general, are known to be more prevalent in females than in males^26^. Overall, these studies suggest a complex immune/haematological condition in females that is closely associated with the maternal transmission of the anxiety-like phenotype (in H and F1 females), a notion strengthened by the simultaneous cessation of anaemia and lymphocytopenia and the transmission of the anxiety-like behaviour (in F2 females; Fig. 3h).

Cytopenias are often secondary to immune activation, and immune activation during gestation, via proinflammatory cytokines, can programme behavioural alterations in the offspring^10^,^22^. Such mechanism would be consistent with the prenatal origin of offspring anxiety-like phenotype shown by crossfostering and embryo transfer studies in our previous report^15^. Therefore, we next tested the level of 35 cytokines/bioactive compounds in the plasma of gestational day 10 KO and H mothers by microsphere-based immuno-multiplexing technology (Myriad RBM, Mouse CytokineMAP A, B, C). One cytokine, macrophage inflammatory protein 1β (MIP-1β), but not MIP-1α, IL-1β or IL-6 among others, was increased in both pregnant KO and H mothers as compared with WT pregnant females (pregnancy had no effect on MIP-1β levels in WT; Fig. 3c). The increase in plasma MIP-1β was replicated by ELISA (R&D Systems Mouse CCL4/MIP-1 beta Quantikine) in H and was also found in F1 females (not pregnant; Fig. 3d). MIPs are produced by macrophages, dendritic cells and lymphocytes and have chemotactic and proinflammatory effects via the G-protein coupled receptor (GPCR) CCR5 (ref. 27). Blocking CCR5 by maraviroc^28^ in H mothers through pregnancy (300 μg ml^−1^ in drinking water) resulted in no change in male offspring anxiety-like behaviour (distance travelled in elevated plus maze; *t*-test: *T*=−1.195, *P*=0.246, *N*=10 drug, 11 vehicle), suggesting that the elevated MIP-1β level in H/F1 mothers may not contribute or more likely is not solely sufficient to programming anxiety. Nonetheless, the increased MIP-1β levels are indicative of immune activation/proinflammatory state in H and F1 mothers (Fig. 3h).

Because gestational immune activation produces offspring immune dysregulation and later life behavioural abnormalities^10^,^22^, we next assessed the immune system of 3-day-old neonates, born to KO, H and F1 mothers. Their KO, H, F1 and F2 offspring all had elevated levels of white blood cells (WBCs) in peripheral blood (Fig. 3e). Within WBCs, the number of neutrophils was increased in H and F1, with a trend in F2 pups, whereas the number of monocytes was increased in all H, F1 and F2 groups, suggesting a proinflammatory state (Fig. 3e). Neonates had normal red blood and platelet counts (not shown). Flow analysis of neonatal spleens showed similar increases in myeloid and neutrophil cells, together with an elevated number of NK and T cells, in both F1 and F2 neonates (Fig. 3f), but the spleens of adult H, F1 and F2 mice were normal (not shown). In addition, leukocytosis in F1 and F2 pups was associated with the transmigration of a significant number of Gr1^−^CD11b^+^ monocytes to brains suggesting their activated state (Fig. 3g). F1 neonatal brains also contained elevated numbers of Gr1^+^CD11b^+^ myeloid cells and Gr1^+^CD11b^+^Ly6G^+^ neutrophils. We found no immune cell transmigration in adult brain (not shown) suggesting that the abnormal migration to the brain is limited to the developmental period. This finding may provide a plausible mechanism to explain the anxiety-like phenotype of F1 and F2 males because the presence of activated monocytes and their development to macrophages in brain parenchyma have been shown to cause anxiety-like behaviour in mice^29^ (Fig. 3h). Minimal anxiety or lack thereof in F1 and F2 females could be due to sex-dependent differences in transmigration and/or its impact on brain development, a notion consistent with epidemiological and preclinical research indicating the unique vulnerability of males to prenatal adversity^30^.

Taken together, adult female/mother immune abnormalities strongly correlated with the transmission of the anxiety-like trait to their F1 and F2 male offspring, whereas immune activation and brain-transmigration of activated monocytes in neonates aligned with the later development of male-specific anxiety behaviour.

### Transcriptome and metabolome changes across generations

Next, we tested if somatic programming is associated with persistent gene expression changes in the brains of F1 and F2 males. Lesion, pharmacological and optogenetic studies link anxiety-like behaviour in the elevated plus maze to dentate gyrus granule cells, particularly those in the ventral hippocampus^31^,^32^. Consistent with this association, we reported delayed granule cell maturation, specifically in the ventral hippocampus, in F1 offspring^15^. In turn, delayed hippocampal development may result in persistent transcriptional abnormalities that could contribute to the F1 adult anxiety-like phenotype.

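Ventral granule cells of adult male Swiss Webster mice, 8 to 12 weeks old, were profiled by RNA-Seq in 6 libraries: 2 from WT males, 2 from F1 males and 2 from F2 males. F1 males are genetically WT offspring of mothers heterozygous for the serotonin 1A receptor gene (H), F2 males are offspring of F1 females and WT males, and WT males come from a separate lineage bred in parallel. The authors aligned single-end reads of 50 bp to the mouse genome (mm9) with TopHat. They counted uniquely aligned reads on the exons of each gene with HTSeq in its intersection-strict mode. This mode drops a read that reaches beyond annotated exons or lies wholly within the exons of more than 1 gene. The values analysed are these read counts per gene symbol, without normalization. Reads counted on genes numbered 33727936 and 28144216 in the WT libraries, 30734828 and 30946770 in the F1 libraries, and 26358165 and 27443149 in the F2 libraries. Of the 34620 genes listed, 17421 had enough counts to be tested (filterByExpr in edgeR). Counts were normalized with edgeR's TMM method and are given as CPM, counts scaled to the size of the library, as mean ± SD of the 2 libraries of a group. Expression in F1 and in F2 was compared with WT by edgeR's exact test with Benjamini-Hochberg adjustment. The paper's methods name edgeR with tagwise dispersion and default parameters, and not which of its tests was used. The threshold of q under 0.01 is that of the paper's results, while its methods give 0.05. The common dispersion of 0.0113 corresponds to a coefficient of variation of 10.6% between libraries of a group. With 2 libraries per group, the spread of a single gene is poorly known, and the test borrows it from the other genes. The same 2 WT libraries serve as the reference for F1 and for F2. The female-specific transcript Xist had between 2 and 16 counts and the Y-linked gene Ddx3y between 1781 and 2070. The number of animals behind each library is not given in the text of the paper, which states that they came from different litters.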

The high density and clustering of granule cell bodies in the granule cell layer of the dentate gyrus and their separation from most other cell types (Fig. 4a) allowed us to microdissect them from cryosections and then assess gene expression, as a function of prior maternal environment. RNA-Seq identified ∼3,000 differentially expressed genes in both F1 and F2 adult males (false discovery rate (FDR) *q*<0.01), with a significant (2/3) overlap, consistent with the shared anxiety-like phenotype of these mice (Fig. 4a). 

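In F1, 2144 genes differed from WT at q under 0.01 by edgeR's exact test, 657 of them higher and 1487 lower than in WT. In F2, 2084 genes differed, 673 higher and 1411 lower. The median absolute log2 fold change of these genes was 0.83 in F1 and 0.83 in F2. Of these genes, 1338 were differentially expressed in both F1 and F2, and 1336 of them changed in the same direction, 279 upward and 1057 downward. These shared genes made up 62.3% of the F1 genes and 64.1% of the F2 genes, where 256 genes in both would follow from independent lists (odds ratio 32.3, 1-sided Fisher's exact test, log10 p of -861). Genes are not independent replicates, and both comparisons use the same WT libraries. Across all tested genes, the F1 and F2 log2 fold changes had a Pearson correlation of 0.793 and a Spearman correlation of 0.788. With WT replicate 1 as the reference for F1 and WT replicate 2 for F2, so that no library was shared, the Pearson correlation was 0.673, and with the references exchanged it was 0.584. In simulated counts in which no gene was changed, the shared WT libraries alone gave a correlation of 0.4965. Of the genes in both lists, 2 changed in opposite directions. Between F2 and F1, 129 genes differed at q under 0.01.
Among the alternatives, a quasi-likelihood test in edgeR with the replicate number as a block lowered the F1, F2 and shared counts most. It gave 848 genes in F1, 758 in F2 and 540 shared in the same direction. The quasi-likelihood test without the block gave 1029, 997 and 667 genes. Between F2 and F1, this test gave 9 genes with the block and 2 without it. With the threshold of 0.05, the exact test gave 3623 genes in F1, 3606 in F2 and 2362 shared. The labels number the libraries 1 and 2 in each group, and a likelihood-ratio test with these numbers as a block gave 2097, 2099 and 1370 genes. The numbers did not pair the libraries: the differences between replicates 1 and 2 had a correlation across genes of -0.0269 between WT and F1, -0.083 between WT and F2, and -0.182 between F1 and F2. A block with the F2 numbers crossed, chosen after seeing this value, gave 2931, 3037 and 1931 genes. The largest shared rises, among genes with a mean of at least 50 counts and all F1 and F2 libraries above both WT libraries, were in Gm5619, Cdhr1, Cyth4, a transcript without a gene name, and Tpm3-rs7, a sequence related to Tpm3 whose counts are uncertain where a read fits both. The rise of Tpm3-rs7 in F2 rests mainly on 1 library, with 14.1 CPM in F2 replicate 1 and 2.38 CPM in F2 replicate 2, against 1.88 and 1.9 CPM in WT. Cdhr1, on chromosome 14 from 37891036 to 37911497 (mm9), rose from 1.17 ± 0.0808 CPM (SD, n = 2) in WT to 19.3 ± 6 CPM in F1 and 10.1 ± 0.551 CPM in F2, with log2 fold changes of 4.04 (standard error 0.28, adjusted p = 3.7e-44 by edgeR) and 3.10 (standard error 0.28, adjusted p = 3.44e-25 by edgeR). By the same rule the largest shared falls were in Gm5415, Lgals4, Tm6sf2, an uncharacterized protein-coding gene on chromosome 12 from 111905899 to 111920829, and a transcript gene on chromosome 5 from 24408387 to 24412668. Gm5415 fell from 9.85 ± 2.18 CPM in WT to 1.54 ± 0.992 CPM in F1 and 1.27 ± 0.31 CPM in F2. The serotonin 1A receptor gene Htr1a, of WT genotype in all groups, had log2 fold changes of -0.18 in F1 (adjusted p = 0.332 by edgeR) and 0.20 in F2 (adjusted p = 0.266 by edgeR). The paper describes the overlap of the F1 and F2 genes as compatible with the anxiety-like phenotype that F1 and F2 males share.

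**Figure D1:**
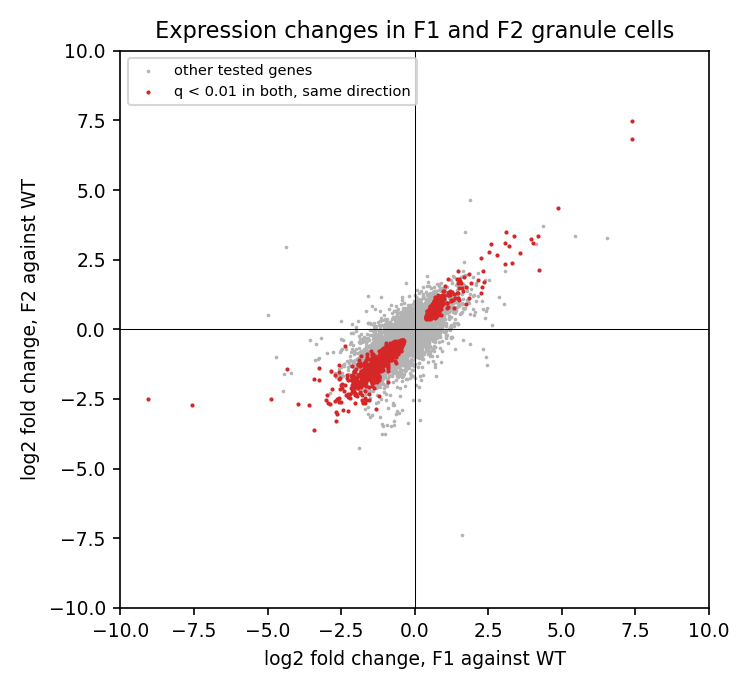
Log2 fold change of each tested gene in F1 against WT (x axis) and in F2 against WT (y axis), from TMM-normalized counts of 2 libraries per group. The 1336 genes in red had q under 0.01 in both and the same direction, and lie in the lower left (1057 genes) and the upper right (279 genes).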

Surprisingly, differentially expressed genes in both F1 and F2 (same direction of change) were primarily enriched in membrane lipid-related functions, including *sphingolipid*, glycerophospholipid (that is, *phosphatidylethanolamine)* and *diacylglycerol metabolism* (Ingenuity Functional Analysis, *P*=0.000037, 0.00019 and 0.0045, respectively; Supplementary Table 1). 

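Supplementary Table 1 names 158 distinct genes that could be matched to a gene of the count files, and 5 further names had no single match. All 158 had enough counts to be tested. Of these, 110 passed q under 0.01 in F1 and 111 in F2, and 88 passed in both with the same direction, 42 upward and 46 downward. At the threshold of 0.05 given in the methods, 148 passed in both with the same direction. Whatever their q, 157 of the 158 had log2 fold changes of the same sign in F1 and F2. The paper chose these genes for their shared change in these same data. Their agreement in sign and their pass rates therefore follow largely from that choice and are not independent evidence. Upward and downward changes were nearly balanced among the shared genes of the table, while among all 1336 shared genes 1057 fell. By edgeR's quasi-likelihood test, 33 of the genes passed q under 0.01 in both. The Ingenuity enrichment itself rests on that tool's gene annotation and was not repeated here.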

Although anxiety is typically viewed as a dysfunction in neurotransmission, membrane lipids and their metabolizing enzymes are known to regulate membrane receptor function and intracellular signalling and have been implicated in psychiatric diseases, including anxiety^33^,^34^.

Differentially expressed genes encoded key enzymes in sphingolipid metabolism (a total of 11; Fig. 4b and Supplementary Table 2). 

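The paper chose the genes of Supplementary Table 2 from its F1 and F2 calls in these same data. Agreement between F1 and F2 in its lists thus follows largely from that choice. The 11 sphingolipid genes of the table were all tested. Of these, 9 had q under 0.01 in F1 and 7 in F2, and 6 had q under 0.01 in both (Smpd2, Smpd3, Smpd4, Nsmaf, Scd1 and Cln3). At the threshold of 0.05, 10 passed in both. The largest change was in Smpd4, a sphingomyelin phosphodiesterase gene on chromosome 16 from 17619447 to 17644921 (mm9, protein-coding), which fell from 130 ± 30.7 CPM (SD, n = 2) in WT to 52.7 ± 3.35 CPM in F1 and 49.2 ± 2.96 CPM in F2. Its log2 fold change was -1.31 (standard error 0.15, adjusted p = 6.01e-15 from edgeR's exact test) in F1 and -1.41 (standard error 0.15, adjusted p = 6.31e-17 from the same edgeR test) in F2. Smpd3, on chromosome 8 from 108779159 to 108789819, rose from 13.8 ± 0.201 CPM in WT to 25.8 ± 8.6 CPM in F1, where the 2 libraries differed widely, and to 24.7 ± 0.65 CPM in F2, with log2 fold changes of 0.90 (adjusted p = 0.000186 by edgeR) and 0.84 (adjusted p = 0.000625 by edgeR). Asah2 was at 4.82 ± 1.2 CPM in WT and had log2 fold changes of 0.69 and 0.54, with adjusted p = 0.033 in F1 and 0.115 in F2 by edgeR. Smpd1, Cerk and Fasn passed in F1 and had adjusted p-values of 0.0100, 0.0144 and 0.0167 in F2, while Degs2 passed in F2 and had 0.0274 in F1. By edgeR's quasi-likelihood test, 1 of the 11 genes, Smpd4, passed q under 0.01 in both.

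**Figure D2:**
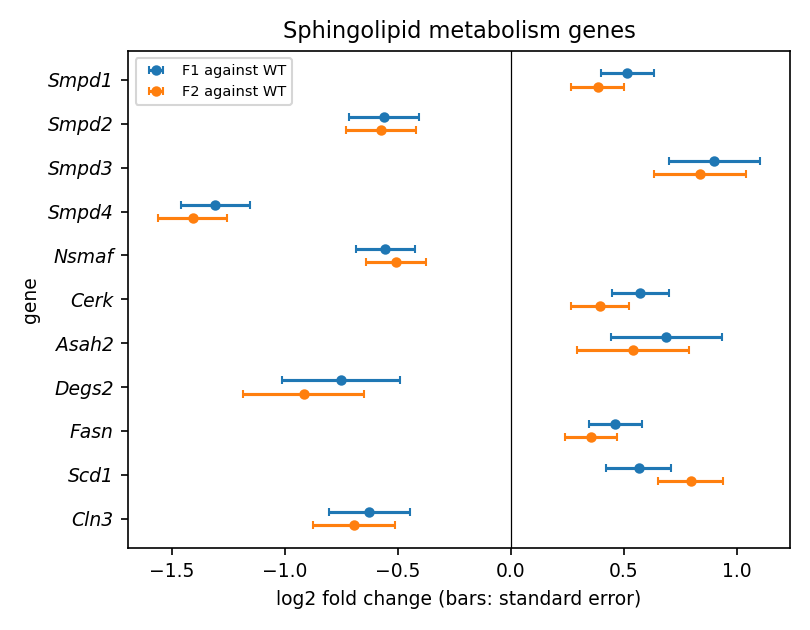
Log2 fold change (x axis) of the 11 sphingolipid metabolism genes in F1 and F2 against WT, with bars of 1 standard error. Smpd4 lies farthest left, at -1.31 in F1 and -1.41 in F2, and Smpd3 farthest right in both, at 0.90 in F1 and 0.84 in F2.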

Regulation was complex, with both up- and downregulation. 

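Of the 11 sphingolipid genes, 6 had higher and 5 lower expression in both F1 and F2 than in WT. The log2 fold changes of the genes that rose were 0.52 in F1 and 0.38 in F2 for Smpd1, 0.90 and 0.84 for Smpd3, 0.57 and 0.40 for Cerk, 0.69 and 0.54 for Asah2, 0.46 and 0.36 for Fasn, and 0.57 and 0.80 for Scd1. The genes that fell had log2 fold changes of -0.56 and -0.57 for Smpd2, -1.31 and -1.41 for Smpd4, -0.55 and -0.51 for Nsmaf, -0.75 and -0.92 for Degs2, and -0.63 and -0.69 for Cln3. For every gene of the list, the 4 F1 and F2 libraries lay on the same side of both WT libraries in TMM-normalized CPM.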

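All 7 GM3-related genes of Supplementary Table 2 had higher mean expression in F1 and in F2 than in WT, with log2 fold changes between 0.36 and 0.94. Of these, 3, among them Large and St8sia1, had q under 0.01 in both F1 and F2 by edgeR's exact test, and 6 had q under 0.05 in both. St8sia1, on chromosome 6 from 142770065 to 142912972 (mm9), rose from 24.5 ± 0.525 CPM (SD, n = 2) in WT to 35.2 ± 3.27 CPM in F1 and 38.3 ± 1.77 CPM in F2, with log2 fold changes of 0.52 (standard error 0.14, adjusted p = 0.00184 by edgeR) and 0.64 (standard error 0.14, adjusted p = 7.96e-05 by edgeR). Large had log2 fold changes of 0.59 (adjusted p = 0.000139 by edgeR) and 0.47 (adjusted p = 0.00385 by edgeR). St6galnac4 passed q under 0.01 in F1 and not in F2, with log2 fold changes of 0.94 and 0.54 and adjusted p-values of 1.62e-06 and 0.0136 by edgeR, and Gm2a in F2 and not in F1, with 0.40 and 0.41. Ugt8a was at 17.1 ± 4.98 CPM in WT, 27.4 ± 4.44 CPM in F1 and 25.9 ± 9.78 CPM in F2, with adjusted p = 0.036 and 0.0695 by edgeR, and F2 replicate 1 lay below WT replicate 2. Ugt8a belongs to a list of 14 genes typical of oligodendrocytes, whose mean log2 CPM lay -0.40 from the WT mean in WT replicate 1 and 0.40 in WT replicate 2. By edgeR's quasi-likelihood test, 0 of the 7 genes passed q under 0.01 in both, while all kept their direction and 7 had an unadjusted p under 0.05 in both.

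**Figure D3:**
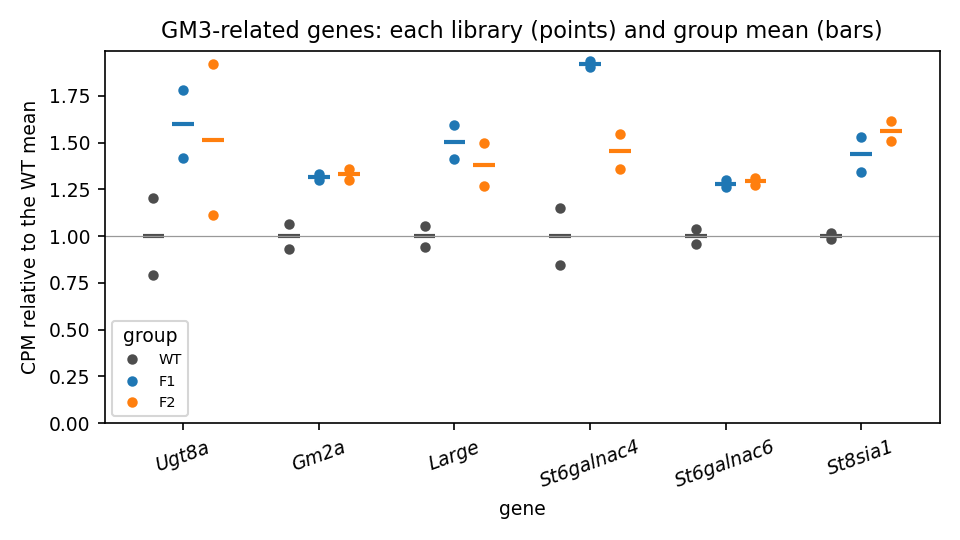
CPM of GM3-related genes of Supplementary Table 2 in each library, relative to the mean of the 2 WT libraries (y axis), with points for libraries and bars for group means. All F1 and F2 libraries lie above both WT libraries for every gene shown but Ugt8a, for which F2 replicate 1 lies within the WT range.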

Interestingly, we also found seven genes, all upregulated, that are involved in the metabolism of the glycosphingolipid GM3 (Supplementary Table 2), suggesting a possible co-regulation of these genes. 

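The 9 glycerophospholipid genes of Supplementary Table 2 changed in the same direction in F1 and F2, 3 upward and 6 downward. By edgeR's exact test, 6 had q under 0.01 in both (Chka, Chkb, Pisd, Dgat1, Mgat3, matched by its symbol, and Pla2g3), 5 of them lower than in WT. Pisd, on chromosome 5 from 33078949 to 33128295 (mm9), fell from 136 ± 5.94 CPM (SD, n = 2) in WT to 63.5 ± 4.79 CPM in F1 and 68.5 ± 1.74 CPM in F2, with log2 fold changes of -1.09 (standard error 0.12, adjusted p = 4.22e-17 by edgeR) and -0.99 (standard error 0.12, adjusted p = 7.14e-14 by edgeR). The log2 fold changes of the choline kinase genes were -0.76 and -0.95 for Chka and -0.85 and -0.90 for Chkb. Mgat3 was the gene of the 6 that rose, from 131 ± 1.76 CPM in WT to 201 ± 15.7 CPM in F1 and 199 ± 3.8 CPM in F2. The paper describes its Mgat3 as monoacylglycerol acyltransferase 3. The counts are those of the mouse gene with the symbol Mgat3, which may not encode that enzyme, so its place among the glycerophospholipid genes is uncertain. Dgke passed in F1 only (adjusted p = 0.00325 in F1 and 0.0278 in F2 by edgeR), Dgka in F2 only (0.0472 in F1 and 0.000291 in F2), and Mgll in neither (0.0167 and 0.0228). Dgka and Dgke were not shown to differ between F1 and F2 (adjusted p = 0.664 and 0.976 for F2 against F1 by edgeR). The number of genes past q under 0.01 in both was also 6 by edgeR's quasi-likelihood test.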

Additional differentially expressed genes were associated with glycerophospholipid metabolism. Moreover, ingenuity analysis identified the canonical *Superpathway of Inositol Phosphate Compounds* (*P*=0.00014, within the glycerophosholipid network in Fig. 4b). 

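Of the 10 inositol phosphate genes of Supplementary Table 2, 6 had q under 0.01 in F1 and 8 in F2 by edgeR's exact test, and 6 had it in both (Plcg1, Plcg2, Pip4k2b, Pip5kl1, Ppip5k1 and Ppip5k2). The entry printed as Plcg5 was read as Plcg2, which its description in the table names, and the entry Pip5k1l as Pip5kl1, the name in Fig. 4b. All 10 genes changed in the same direction in F1 and F2, 4 upward (Plcb4, Pik3cb, Pip4k2b and Pikfyve) and 6 downward. Pip5kl1 had the largest changes, with log2 fold changes of -1.01 (standard error 0.29, adjusted p = 0.00535 by edgeR) in F1 and -1.16 (standard error 0.30, adjusted p = 0.0014 by edgeR) in F2, from a low level of 4.09 ± 0.752 CPM (SD, n = 2) in WT. Plcg1 fell from 109 ± 28.5 CPM in WT, where the 2 libraries differed widely, to 69.7 ± 0.967 CPM in F1 and 66.9 ± 2.56 CPM in F2. Plcb2 and Plcb4 passed in neither, with adjusted p-values of 0.0147 and 0.0238 for Plcb2 and 0.0142 and 0.0195 for Plcb4 by edgeR. DESeq2's Wald test gave 3 genes past q under 0.01 in both, and edgeR's quasi-likelihood test gave 0, with 10 at an unadjusted p under 0.05 in both.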

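Besides the lipid enzymes, 14 genes of receptors and signalling molecules carry an arrow of their own in Fig. 4b. By edgeR's exact test, 7 of them had q under 0.01 in both F1 and F2 with the same direction, 5 upward (among them Gnaq, Grin3a, Grm3 and Htr2a) and 2 downward (Adcy6 and Grk4), and 3 (Adcy9, Grik2 and Cxcr2) passed in neither. The serotonin 2A receptor gene Htr2a, on chromosome 14 from 75040647 to 75106666 (mm9), had the largest change, from 0.737 ± 0.00273 CPM (SD, n = 2) in WT to 1.99 ± 0.482 CPM in F1 and 2.57 ± 0.0399 CPM in F2. Its log2 fold change was 1.43 (standard error 0.34, adjusted p = 0.000292 by edgeR) in F1 and 1.80 (standard error 0.33, adjusted p = 2.38e-06 by edgeR) in F2. The corticotropin-releasing hormone receptor gene Crhr1 fell, with log2 fold changes of -0.54 (adjusted p = 0.0281 by edgeR) and -0.80 (adjusted p = 0.00057 by edgeR). Its WT libraries differed, at 25.9 and 17.7 CPM. Leaving out a library moved its log2 fold change between -0.78 and -0.24 in F1 and between -1.05 and -0.50 in F2. Gnaq had log2 fold changes of 0.43 and 0.43, and Gna12 of 0.55 and 0.40. Without a library, Gnaq ranged from 0.26 to 0.58 in F1 and from 0.35 to 0.50 in F2. Gna12 ranged from 0.53 to 0.57 in F1 and from 0.24 to 0.55 in F2. Grk4 was at 13.3 ± 1.27 CPM in WT, 8.16 ± 0.735 CPM in F1 and 6.97 ± 0.0348 CPM in F2, with log2 fold changes of -0.70 (adjusted p = 0.00204 by edgeR) and -0.93 (adjusted p = 3.1e-05 by edgeR). Over the 45 genes with an arrow of their own in Fig. 4b, lipid enzymes included, 44 changed in the direction of the arrow in both F1 and F2, and 22 of these had q under 0.01 in both. With each library left out in turn, the number in the direction of the arrow was 44 each time. The paper drew these genes from its own calls in the same data, so agreement with the arrows is not independent evidence.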

Phosphoinositol signalling is triggered by receptor activation, and we also found a number of differentially expressed genes encoding membrane receptors, including GPCRs and their downstream signalling molecules (Supplementary Table 1 and Fig. 4b). In sum, the transcriptome data suggest a broad dysfunction in lipid signalling in F1 and F2 ventral granule cells.

Next, we performed untargeted profiling of 3,156 metabolites in granule cells from individual WT and F1 mice that identified 21 differentially expressed metabolites (*P*≤0.05), of which 11 were structurally defined, and confidently distinguished F1 from WT granule cells (Supplementary Fig. 6 and Supplementary Table 3). Remarkably, 9 out of 11 of the structurally defined molecules were recognized as membrane/bioactive lipids, comprised of 5 glycerophospholipids (phosphatidic acid 43:2, phosphatidylethanolamine 38:5, phosphatidylcholine 38:6, diacylglycerol 40:8 and 40:7), 3 lactosylceramides (differing in carbon chain length and degree of unsaturation) and 1 lipid metabolite (3-phosphoglyceroinositol), all diminished by 10–90% in F1 as compared with WT granule cells.

A more comprehensive targeted lipidomic study assessed the levels of a large number of lipid species in both F1 and F2 granule cells. Phosphatidic acid levels (measured in the range of 30-42 in total fatty acid chain length) again were reduced, but reached statistical significance only in F2 neurons (Fig. 4c and Supplementary Table 4), which is in line with the generally more robust behavioural phenotype of the F2 offspring (Fig. 2e). Phosphatidic acid is known to play major roles in regulating membrane trafficking and cellular signalling through interaction with effector proteins or by direct effects on lipid bilayers^35^. Levels of specific plasmalogen phosphatidylethanolamine (36:1 and 36:3) and phosphatidylglycerol (34:0, 34:1, 36:1) species were reduced in both F1 and F2 granule cells. Levels of some bis(monoacylglycerol)phosphate species were also generally reduced, but reached statistical significance only in F2. In contrast, different lysophosphatidylinositol species were increased in both F1 and F2 neurons. Although untargeted metabolomics suggested reductions in the levels of specific molecular species of phosphatidylcholine and diacylglycerol as well, these changes were not verified by targeted lipidomics (however, the diacylglycerol species identified in untargeted metabolomics were not analysed in the targeted lipidomics experiment). In sum, levels of major glycerophospholipids were reduced in F1 and F2 neurons, in some cases only in F2 neurons (Fig. 4c). Regarding sphingolipids, sphingomyelin levels were reduced, but only in F2 neurons, whereas galactoceramide levels were increased in F1 GCs. However, levels of another glycosphingolipid, GM3, were increased in both F1 and F2 neurons and represented the largest changes in the F1/F2 lipidome (Fig. 4c). GM3 and other sphingolipids are enriched in raft-like microdomains, specialized membrane domains where transmembrane signalling occurs through receptors and associated signalling components^36^. Taken together, the deficit in major glycerophospholipids and the surplus in some glycosphingolipids in F1/F2 granule cells highlight an imbalance between two major classes of membrane lipids. These data, in combination with the transcriptional findings, strongly implicate abnormal neuronal signalling through altered lipid metabolites and/or lipid–receptor interactions in F1 and F2 granule cells, possibly underlying the iterative anxiety-like phenotype.

### DNA methylation changes co-segregate with the anxiety-like phenotype

We have previously reported DNA methylation changes in adult F1 ventral granule cells^37^. Here we profiled F1, F2 and F3 ventral granule cells from adult males and followed the segregation of methylation signatures with the anxiety-like phenotype across generations. Methylation at ∼1.5 million CpGs and ∼7 million non-CpGs was measured genome wide by bisulfite sequencing at relatively CpG-rich and gene-rich regions, including ∼2/3 of the promoters, ∼¾ of the CpG islands and a substantial fraction of exons^38^,^39^. Differentially methylated sites (≥15%, *q*<0.01) tended to be clustered (≥4), forming differentially methylated regions (DMRs, ∼200–300 bp). DMRs were present in all F1, F2 and F3 neurons (Fig. 5a). The change in methylation occurred mostly at CpG dinucleotides (>95%), either hypomethylation or hypermethylation (55% and 45%), and was unidirectional in all differentially methylated sites within 87% of the DMRs. Thus, the methylation landscape in F1–F3 neurons was characterized by mostly uniformly hypomethylated or hypermethylated DMRs distributed across the genome.

Most DMRs (>80%) mapped to intragenic sequences and could therefore be unambiguously assigned to specific genes. We hypothesized that DMRs and their genes are associated with anxiety if present in both F1 and F2 granule cells, whereas the set of DMR genes present in all F1, F2 and F3 neurons may lack key differentially methylated genes required for the development of the anxiety-like behaviour (F3 males do not exhibit anxiety). Approximately half of the 659 F2 DMRs was also present in F1 neurons, of which the majority was absent in F3 neurons, demonstrating the existence of a substantial pool of genes that meets the criteria for association (Fig. 5a). 

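Supplementary Table 5 lists 37 distinct genes with shared F1 and F2 DMRs under its lipid functions that could be matched, beside 1 name that could not, and 34 of them had enough RNA-Seq counts to be tested. By edgeR's exact test, 7 had q under 0.01 for expression in F1, 6 in F2, and 4 in both with the same direction, which is 11.8% of those tested, against 7.67% of all tested genes (odds ratio 1.61, 2-sided Fisher's exact test, p = 0.328). At the threshold of 0.05, 10 passed in both, 29.4% against 13.6% (odds ratio 2.66, 2-sided Fisher's exact test, p = 0.0193), so the outcome depends on the threshold. This comparison was chosen after seeing the expression data. The methylation values behind the DMRs were not analysed here.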

As Fig. 5b shows, functional analysis of DMRs present in both F1 and F2 neurons identified *sphingolipid/ceramide*-related processes (Supplementary Table 5) and included genes previously identified by the transcriptome analysis. In contrast, these functions were not enriched in DMR genes present across all the F1+F2+F3 neurons. These data indicate the co-segregation of differentially methylated membrane lipid genes with the anxiety-like phenotype and further strengthen the association between these genes and the phenotype, first suggested by the transcriptome and lipidomics studies.

Besides membrane lipid-related functions, F1–F2 shared DMR genes were also enriched in neurotransmission and synaptic functions (Supplementary Table 5). Furthermore, the F1–F2 DMR gene data set also identified *anxiety* (*P*=0.00002), the very trait that was transmitted to the F1 and then to the F2 generation, as the top associated behaviour (Supplementary Table 5). The broader functional categories identified by differential DNA methylation, relative to differential expression (limited to lipids, Supplementary Table 1), could be due to persistent hypo/hypermethylation from early life at genes that regulate synaptic development but which are no longer required in mature neurons, or simply to subtle or isoform-specific changes that were not detected in our transcriptome studies.

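Under the behaviour, neurotransmission and synapse functions of Supplementary Table 5, 33 genes with shared F1 and F2 DMRs are listed that could be matched and are not also among its lipid genes, beside 3 names that could not, and 32 had enough RNA-Seq counts to be tested. Of these, 4 had q under 0.01 for expression in F1 and 5 in F2 by edgeR's exact test, and 3 in both with the same direction, all downward, or 9.38% against 7.67% of all tested genes (odds ratio 1.25, 2-sided Fisher's exact test, p = 0.734). At the threshold of 0.05, 4 passed in both, 12.5% against 13.6% (odds ratio 0.911, 2-sided Fisher's exact test, p = 1). These genes were not detectably more often differentially expressed than other genes at either threshold, a comparison chosen after seeing the expression data.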

Next, we intersected the DNA methylation and gene expression data and again identified *sphingolipid*- and *glycerophospholipid*-related functions (Supplementary Table 6). 

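The 11 distinct genes of Supplementary Table 6 were all tested in the RNA-Seq data. By edgeR's exact test, 8 had q under 0.01 in F1 and 8 in F2, and 6 had it in both, 3 higher (Smpd3, St8sia1 and Ednrb) and 3 lower (Slc27a1, Pafah2 and Sirt4) than in WT. At the threshold of 0.05, all 11 passed in both. The paper chose these genes partly for their expression change in these same data, so this is not independent evidence. Sirt4, on chromosome 5 from 115928019 to 115934734 (mm9), changed most, from 29.7 ± 3.78 CPM (SD, n = 2) in WT to 12.9 ± 1.7 CPM in F1 and 11.8 ± 0.415 CPM in F2, with log2 fold changes of -1.21 (standard error 0.17, adjusted p = 8.38e-11 by edgeR) and -1.33 (standard error 0.17, adjusted p = 1.46e-12 by edgeR). Ednrb rose from 24.4 ± 3.79 CPM in WT to 39.3 ± 2.7 CPM in F1 and 49.3 ± 3.04 CPM in F2. Slc27a1 had log2 fold changes of -0.75 and -0.61. By edgeR's quasi-likelihood test, 2 of the 11 genes passed q under 0.01 in both. The methylation side of the table was not analysed here.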

There was no direct correlation between methylation and expression changes (Fig. 5c); not an unexpected finding given that both positive and negative correlations have been reported with intragenic methylation^40^,^41^,^42^. However, these data showed that the direction of expression changes was identical, and the overall methylation changes were largely the same, in F1 and F2 neurons, indicating that programming of the transcriptome and methylome, similar to that of the anxiety-like behaviour, is iterative.

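On the expression side, all 10 genes labelled in Fig. 5c changed in the same direction in F1 and F2 relative to WT, 5 upward (Ednrb, St8sia1, Dgke, Cerk and Smpd3) and 5 downward (Acadvl, Crhr1, Faah, Pafah2 and Sirt4). The log2 fold changes ranged from -1.33 for Sirt4 in F2 to 1.02 for Ednrb in F2, and the smallest was -0.31 for Faah in F1 (adjusted p = 0.0458 by edgeR). Of the 10 genes, 5 had q under 0.01 in both F1 and F2, and 10 had q under 0.05 in both. The paper chose these genes partly for their change in both F1 and F2 in these same data, so their shared direction is not independent evidence. Genome wide, 97.9% of the genes with q under 0.01 in F1 had a log2 fold change of the same sign in F2, against 81.2% of all tested genes, a share that includes the effect of the WT libraries common to both comparisons. The methylation changes were not analysed here.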

### Anxiety-associated DMRs have enhancer-like activity

As most DMRs were intragenic, assignment of DMRs to specific gene features may shed light on their function. As Fig. 5d shows, F1–F2 shared DMRs were enriched in exons, including those that map to alternative promoters, but excluded from proximal promoters, introns and intergenic areas. DMRs from *Cerk* and *Dgke*, two representative DMRs (∼200 bp), from differentially expressed and methylated genes associated with lipid signalling (Fig. 4b), were selected for further studies. They reside within H3K4me3/H3K27ac/H3K9ac and H3K27ac/H3K4me1 peaks, respectively, in both neuronal (cerebellar neurons) and non-neuronal cells (ENCODE^43^). These chromatin signatures are typically associated with promoter and enhancer sequences. 

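Cerk, the ceramide kinase gene, lies on the minus strand of chromosome 15 from 85969558 to 86016571 of mm9, and Dgke, a diacylglycerol kinase gene, on the minus strand of chromosome 11 from 88896493 to 88928164. Both are annotated as protein-coding. Cerk rose from 41.1 ± 2.93 CPM (SD, n = 2) in WT to 61.1 ± 4.54 CPM in F1 and 54.1 ± 3.87 CPM in F2. Its log2 fold change was 0.57 (standard error 0.13, adjusted p = 0.000138 by edgeR's exact test) in F1 and 0.40 (standard error 0.13, adjusted p = 0.0144 by the same edgeR test) in F2. Dgke rose from 68.9 ± 0.677 CPM in WT to 92.5 ± 4.69 CPM in F1 and 86.7 ± 5.97 CPM in F2, with log2 fold changes of 0.43 (standard error 0.12, adjusted p = 0.00325 by edgeR) and 0.33 (standard error 0.12, adjusted p = 0.0278 by edgeR). By this test both genes passed q under 0.01 in F1 and q under 0.05 in F2. By edgeR's quasi-likelihood test the adjusted p-values were 0.00571 and 0.0312 for Cerk and 0.0145 and 0.0397 for Dgke, and by its likelihood-ratio test with the replicate block 0.00356 and 0.0624 for Cerk and 0.029 and 0.103 for Dgke, so the calls for Dgke in F1 and for both genes in F2 depend on the test. With each library left out in turn, the log2 fold change of Cerk stayed between 0.50 and 0.65 in F1 and between 0.32 and 0.47 in F2, and that of Dgke between 0.38 and 0.48 in F1 and between 0.26 and 0.40 in F2.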

In a luciferase reporter assay, these DMRs exhibited no promoter activity, while enhancing the activity of the EF1 promoter in 293 cells (Fig. 5e). An arbitrary 208 bp intergenic *Drosophila* sequence had neither promoter nor enhancer activity. These data suggest that at least some of the DMRs represent regulatory elements associated with enhancers and that their enhancer-like activity is not limited to neurons and could contribute to gene regulation in multiple tissues.

### DNA methylation at gametically programmed genes

Altered stress-reactivity of the F2 offspring in the forced swim test was gametically transmitted through the maternal line, which prompted us to identify gametically programmed neuronal-DMRs (Fig. 1i,l). We reasoned that gametically programmed neuronal DMRs should be present in the brain of two independent sets of animals with H grandmaternal ancestry, F2 and F2-G, both exhibiting increased stress-reactivity (Fig. 1i,l). F2 mice, derived by normal breeding, should carry both somatic and gametically programmed DMRs, whereas F2-G animals, obtained through embryo transfer, should harbour only gametically programmed DMRs and perhaps DMRs that are produced by the embryo transfer procedure^44^. By overlapping these two DMR sets, one can identify common DMRs that are linked to gametic programming. This approach identified 17 overlapping DMRs (false discovery rate (FDR) *q*<0.05, overlap Fisher exact test *P*=0.0065, odds ratio 4.11), mostly hypomethylated (80%), representing 21 genes (Fig. 6a,b). These data also suggest that the much larger group of F2 DMRs represents mostly non-gametic (that is, somatic) DMRs (see also the large set of F1-F2 iterative DMRs, Fig. 5a). Although the low number of gametic DMRs prevented us to analyse their association with genomic features, three representatives of neuronal gametic DMRs, located at distal promoter/exon sequences, all enhanced the activity of the EF1 promoter in luciferase assays (Fig. 6c), indicating that, similar to somatic DMRs, they represent regulatory elements, presumably enhancers.

Unlike somatic, neuronal gametically programmed DMR genes were not enriched in membrane lipid signalling/neurotransmission-related functions. Rather, 9 out of 21 of these genes mapped directly to synaptic morphology-related functions and/or neuropsychiatric risk genes. Specifically, *Disc1* and *Srcin1* are involved in spine maintenance and morphogenesis, respectively (Ingenuity *P*=0.00085 and 0.0034); *Itga6* in neurite morphogenesis (*P*=0.00085); *Gng7* and *Soc5* in transmembrane signalling (*P*=0.0084 and *P*=0.025), *Kif19* in microtubule dynamics (*P*=0.00338); whereas *Disc1*, *Pias4*, *Rsrc1* and *Frem* have been implicated in autism, schizophrenia and neurological disorders. Intriguingly, *Disc1* was also associated with *adaptive behaviour* and *immobility in the forced swim test*^45^ (*P*=0.00069 and *P*=0.0014), the very trait identified as gametically programmed. However, escape directed behaviour in the forced swim test has been linked to multiple brain regions, including the prefrontal cortex, raphe and the hippocampus; thus, it will be important to test if the hippocampal gametically programmed DMRs are also present in other relevant brain regions.

Next, we asked if the neuronal gametically programmed DMRs can be traced back to female primordial germ cells (PGCs). We isolated E18.5 F2 and WT PGCs from pregnant H and WT mothers by FACS^46^ and identified 220 DMRs (Fig. 6a). However, none of these F2 PCG-DMRs matched the brain DMRs. Moreover, F2 PGC-DMRs did not propagate to somatic/neuronal cells because methylation at these genomic locations was similar in hippocampal neurons, independent of whether the offspring were the granddaughter of WT or H mothers (Fig. 6d, WT-G, F2-G). Finally, methylation at F2 PGC-DMRs was almost completely lost at the blastocyst stage, consistent with extensive reprogramming in the early embryo (Fig. 6d, right column). Taken together, these data indicate that the H grandmaternal environment results in hypomethylation at a small number of DNA regions in PGCs. However, these methylation differences are not permanent because of the loss of methylation at affected CpG sites during early embryonic reprogramming, followed by normal developmental remethylation.

As F2 PGC-DMRs may alter embryonic development, that in turn produce the neuronal DMRs^47^, we mapped them to genes and functions. DMR-associated genes were enriched in few functions, most prominently in *imprinting* (*P*=0.00034) and *fertility* (*P*=0.00042), encompassing some of the same genes (Supplementary Table 7).These DMR genes regulate proliferation, growth and differentiation and imprinted genes are known to be essential in early embryonic growth and development^48^. Although none of the DMRs mapped to imprinted regions, they nevertheless could alter the expression level of the active alleles.

## Discussion

Here we address a central problem in the epidemiology and diagnosis of complex disorders; particularly, how their symptoms are propagated across generations, even in the absence of plausible genetic factors^49^. We also explore why they may present differently in individuals, even those in the same family tree. For example, family members can have various combinations of symptoms from anxiety, depression, bipolar disease and schizophrenia, complicating diagnosis and treatment.

Although the behavioural manifestations associated with a genetic risk factor are transmitted together via that genetic factor, here we show that the individual non-genetic traits of a complex psychiatric disease-like phenotype are propagated across multiple generations independently, by parallel non-genetic mechanisms. The ‘anxiety' and ‘hypoactivity' traits were transmitted by a somatic mechanism, whereas the ‘increased stress-reactivity' trait was transmitted by a gametic, mechanism. In humans, these traits transcend diagnostic categories and are found in comorbid generalized anxiety and depression disorders, as well as other psychiatric conditions. As the individual traits/pathways each have their own generation-dependent penetrance and gender specificity, the resulting cumulative phenotype is pleiotropic. Pleiotropy, which refers to the ability of a single gene or factor to produce multiple phenotypic outcomes^50^, is a commonly occurring phenomenon in psychiatric disorders^51^, making diagnosis and treatment difficult. In the context of genetic diseases, it is typically assumed that this phenomenon arises from individual differences in vulnerability to the various effects of the causative gene. However, the work presented here reveals that pleiotropy can be produced by the variable distribution and segregated transmission of behavioural traits.

Although some of the maternal traits propagated to the F2 and even to the F3 generation (that is, hypoactivity), contrary to our expectation, this was not based on a true transgenerational mechanism, but was rather due the reiteration of single generational somatic transmission, referred here to as iterative somatic transmission. The iterative propagation of the male-specific anxiety-like behaviour is most compatible with a model in which proinflammatory state is propagated from H to F1 females and in which the proinflammatory state is acquired by F1 males from their H mothers, and then by F2 males from their F1 mothers. We propose that increased levels of gestational MIP-1β in H and F1 mothers, together with additional proinflammatory cytokines and bioactive proteins, are required to produce immune system activation in their newborn offspring, which in turn promotes the development of the anxiety-like phenotype in males. In particular, increase in the number of monocytes and their transmigration to the brain parenchyma in F1 and F2 males could be central to the development of anxiety. Monocytes develop to macrophages in the brain and activate resident microglia, as reported in various animal models of psychiatric disorders^22^,^29^,^52^. Because microglia participate in programmed cell death, survival, axon remodelling, pruning and synaptogenesis in various brain regions, including the hippocampus^53^, it is reasonable to hypothesize that the increased number of peripheral monocytes and their transmigration to the brain contributes, via microglia activation, to the development of anxiety-like phenotype in the F1 and F2 male offspring. The hypoactivity trait also followed a somatic programming scheme, but its manifestation was highly variable across generations, which contributed to the pleiotropy.

The somatically programmed behaviours, in particular, the anxiety-like behaviour that can be linked to the ventral hippocampus, were accompanied by DNA methylation changes that converged on the functional networks of lipid signalling and synaptic/neurotransmission in hippocampal granule cells. Corresponding transcriptional and lipidomic changes further advocate for the role of the lipid signalling network in somatic programming. However, complexity and high redundancy in the regulation of lipid metabolic pathways^54^ complicate linking the specific transcriptional changes directly to the lipid alterations. Nonetheless, studies implicate membrane lipids and their metabolites in psychiatric diseases, including anxiety^33^,^34^.

Embryo transfer experiments showed that the increased stress-reactivity trait was propagated to the F2 generation by gametic transmission in our model. This indicates that gametically programmed information survives reprogramming in the early embryo and persists into adulthood. However, it was erased in the F3 germline, meaning the transmission is not strictly transgenerational. Although we identified gametically programmed DMRs in both F2 PGCs and adult hippocampal neurons, their dissimilarity indicates that they are either unrelated or, as suggested in other models^55^, the primary PGC epigenetic signatures may initiate a cascade of developmental changes in the early zygote and/or later development, leading to secondary epigenetic signatures in adult tissues. Indeed, PGC DMRs were associated with imprinted genes that are known to be essential in early growth and development^48^. Alternatively, epigenetic, other than DNA methylation, changes could be formed in PGCs at neuronal DMR regions that later, during neuronal development, acquire the adult neuronal DNA methylation signatures. Whether derived from PGC DMRs indirectly or from other ‘primed' regions, neuronal gametically programmed DMRs map to genes whose dysfunctions can be linked to the altered stress-reactive phenotype.

In summary, our data introduce segregated non-genetic transmission of traits as a mechanism that may explain the non-Mendelian propagation and pleiotropy of behavioural/psychiatric phenotypes across generations. A transmission-pathway-based concept complements the current gene-centred view of inheritance in psychiatric disease, as well as facilitate the development of animal models with better construct validity^56^ and the identification of new drug targets.

## Methods

### Animals

Animal experiments were carried out in accordance with the Weill Cornell Medical College Institutional Animal Care and Use Committee guidelines. All mice were group housed up to five per cage with 12-h light/dark cycle with lights on at 0600 hours. Food and water were available *ad libitum*. 5-HT_1A_R KO mice were originally generated on the 129SvEv background^14^ and backcrossed to the Swiss–Webster (SW, Taconic Biosciences) background >10 times. We used the outbred SW background (a strain often used in behavioural experiments), to avoid the possible contribution of homozygous genetic variants in inbred strains to behavioural phenotypes^57^. Of note, the H line was backcrossed every five to ten generations to WT mice obtained from large colonies kept at Taconic Biosciences, and the H and WT lines were re-established, to avoid genetic drift. The F1 generation consisted of littermate *5-HT*_*1A*_*R*^+/+^ (F1-WT; F1), *5-HT*_*1A*_*R*^+/−^ (H, heterozygote) and *5-HT*_*1A*_*R*^−/−^ (KO) mice (generated as previously described^14^,^15^), all exposed to the receptor-deficient H maternal environment. F1 females were crossed with WT males to generate F2 offspring (all WT). F2 females were crossed with WT males to generate F3 offspring. A separate WT lineage, bred with the F1–F3 lines in parallel, provided control WT offspring exposed to normal, WT gestational environment. Since only 25% of pups derived from H × H crosses are WT (that is, F1), and because genders were separately analysed, on average, only one F1 male and one F1 female were obtained from a H mother. As a comparable number of mothers were used for all groups, the number of offspring was similar to that of the litter across all groups. Each behavioural experiment was repeated with three cohorts, typically representing a total of >9 litters/offspring.

### Behavioural procedures

All tests were conducted using offspring aged 8–12 weeks. During all behavioural tests, the investigators who performed the tests were blind to the genotype and treatment of the animals. Moreover, all behavioural tests are fully automatized with no manual data collection. Behavioural tests were conducted during the light on phase, between 1000 hours and 1600 hours. Mice were first tested in open field for overall activity, followed 24 h later by elevated plus maze and 3 days later by the forced swim test. The drug-induced hypothermia tests were conducted a minimum of 1 week after the forced swim test. All tests were conducted between 0900 hours and 1800 hours (that is, during the light cycle). Animals with a behavioural measure of greater or smaller than mean±2 s.d. were excluded. The elevated plus maze^15^ was performed using a cross maze with 12 × 2 inch arms at dim light (50 lux). Animals were introduced to the middle portion of the maze facing an open arm and allowed to freely explore for 10 min. Time spent and distance travelled in the open and closed arms were measured by a video-tracking system (Noldus Information Technology). We found ‘distance travelled' in the open arm as the most reproducible and valid measure of open arm activity because it is not confounded by the repeated entry into and immediate freezing in the open arm of some animals that, by inflating open arm time and entry, can lead to the underestimation of anxiety levels. The open-field test^15^ used a 15 × 21 inch black box, divided into 12 even-sized (4 × 3 inch) rectangles. The time spent and distance travelled in the two rectangles at the centre of the field at 150 lux were recorded by the video-tracking system to evaluate anxiety, and data were presented as a percentage of total distance travelled. In the forced swim test^15^, mice were placed into a clear, water-filled cylinder (diameter, 20.3 cm; depth, 10 cm), essentially as described by Porsolt *et al*.^58^ In this test, immobility of the mice is scored by an observer in 2 min bins for a total of 6 min. On test days, animals were transported to the dimly illuminated behavioural laboratory and left undisturbed for at least 1 h before testing.

### Hypothermic response

Hypothermic response^59^ was assessed at different dosages of 8-OH-DPAT over the course of 4 days because the response does not show habituation. Animals were individually housed 1–2 h before the start of the experiment. On day 1, animals were injected (i.p.) with 100 μl saline. After 30 min, rectal temperature was measured. On days 2–4, mice were administered 0.8, 0.4 and 0.2 mg kg^−1^ of 8-OH-DPAT, respectively, before taking temperature measurements.

### Embryo transfer

Two types of embryo transfers were performed^15^. SW WT embryos (E0.5–E2.5) were implanted into pseudopregnant 5-HT_1A_R^+/−^ females (7- to 9-week-old) to generate F1-S (somatically exposed) offspring. To generate F2-G (gametically exposed) offspring, embryos (E0.5–E2.5), derived from female PCGs/oocytes exposed to the 5-HT_1A_R^+/−^ grandmaternal environment (within the WT F1 female fetus) were implanted into pseudopregnant SW WT females (7- to 9-week-old).

### 5-HT_1A_R receptor binding and *5-HT*_*1A*_ *R* expression

Tissue preparation, *in situ* hybridization and receptor autoradiography procedures were performed as previously described^59^. Briefly, mice were euthanized by pentobarbital overdose and brains rapidly removed, frozen on dry ice and stored at −80 °C. Coronal tissue sections (14 μm) were cut using a microtome-cryostat (HM500-OM, Microm), thaw-mounted onto 3-aminopropyltriethoxysilane (Sigma-Aldrich)-coated slides and kept at −20 °C until use. For 5-HT_1A_R mRNA, antisense oligoprobe was complementary to bases 1,780–1,827 (GenBank accession NM_008308). Oligonucleotide was labelled (2 pmol) at the 3'-end with [^33^P]-dATP (>2,500 Ci mmol^−1^; DuPont-NEN) using terminal deoxynucleotidyltransferase (TdT, Calbiochem). The autoradiographic binding assays for 5-HT_1A_R was performed using [^3^H]-8-OH-DPAT (233 Ci mmol^−1^). Autoradiograms were analysed and relative optical densities (ROD) were obtained using a computer-assisted image analyser (MCID). The system was calibrated with ^3^H-microscales standards to obtain fmol/mg protein equivalents from ROD data. The slide background and nonspecific densities were subtracted. ROD were evaluated in two or three adjacent sections by duplicate of each mouse and averaged to obtain individual values.

### Complete blood count

All neonatal CBCs were performed on pups between 3 and 4 days old. Blood was collected from the trunk via decapitation. Total red blood cells, WBCs, neutrophils, lymphocytes, monocytes, eosinophils and basophils were quantified by both automated (IDEXX ProCyte Dx Hematology Analyzer) and manual counts.

### Flow cytometry

The presence of immune subsets in peripheral blood, spleens and brains was assessed in adult and 3- to 4-day-old pups by flow cytometry. All animals were anaesthetized and perfused with saline in order to flush out circulating blood cells from the organs. Spleen cells were collected by homogenization and filtering through a 40-μm cell strainer into FACS buffer (PBS with 0.5% BSA). Brains were harvested in FACS buffer followed by three sequential digestion steps in RPMI+25 mM HEPES+Collagenase D (1 mg ml^−1^)+DNAase 1 (0.2 mg ml^−1^) at 37 °C for 5 min each. Spleen and brain single-cell suspensions were counted using a Z2 Coulter Counter (Beckman Coulter) and subsequently stained with a 10-colour panel with the following antibodies: Ly6G-FITC, Gr1-PE, NK1.1-PerCP-Cy5.5, CD11c-PE-Cy7, CD11b-APC (all from BD Biosciences) and CD45-APC-Cy7, CD3-BV570, B220-BV650, CD4-BV711 and CD8-BV780 (all from BioLegend). Samples were acquired within an hour after staining in an LSR-II flow cytometer (BD Biosciences) and analysed on FlowJo 9.7.6 software.

### Isolation of PGCs

PGCs were isolated from E18.5 F1 and WT fetal ovaries based on side and forward scatter differences between germ cells and somatic cells in cell suspension, essentially as described in ref. 46. This method provides higher than 90% purity of isolated PGCs, which was verified in our experiments by stationing sorted cells for VASA, a gemline-specific marker. Following sorting of PGCs from individual embryos, the genotype of the embryo was determined, and only F2 PGCs from WT F1 fetuses were used for DNA isolation. Because of the relative low number of germ cells per embryo, 45 F1 and 31 WT female fetuses were used.

### Enhanced reduced representation bisulfite sequencing

Brains from adult male WT, F1, F2, F3, WT-S, F1-S and F2-G offspring (8- to 12-week-old) from at least three different litters were quick frozen on dry ice and sectioned (200 μM) in cryostat. The ventral dentate gyrus was microdissected from the sections. DNA was isolated using the DNeasy Blood & Tissue Kit (Qiagen). Single end 50 bp ERRBS sequencing was performed as described^39^, using Illumina HiSeq2000 and 2,500 machines according to the manufacturer's instructions. In a previous report, we demonstrated the correspondence of ERRBS methylation data, based on chemical bisulfite Illumina sequencing, with methylation data obtained by the methylation-sensitive enzyme-based HELP assay, as well as by bisulfite-Massarray sequencing^37^. An in-house ERRBS pipeline (R MethylKit) was used for methylation calling and alignment to the mm9 reference genome^60^. To test reproducibility, ventral granule cells from six mice were individually bisulfite sequenced, which revealed a high concordance of methylation status between the replicates.

Differentially methylated sites tended to cluster in groups of ≥4 in areas of few hundred basepair long. These clusters were not enriched in CpG islands as they typically had lower CpG content and resided distal to transcriptional start sites (Fig. 5d). As we aimed to identify DMRs that reflect the actual location of differentially methylated sites and include changes in both directions rather than an arbitrary window size with a difference in average methylation, we chose to define DMRs as regions containing a minimum of four differentially methylated sites, either at CpG or non-CpG (CpH) dinucleotides, where the corrected *P*-value was ≥0.01 (0.05 in the gametically programmed data) and the difference in methylation between two samples was ≥15%. We selected the distance between two differentially methylated sites to be no greater than 1 kb, but the actual distance was only 40–60 bps. The reproducibility of this approach was demonstrated by the high concordance of F1 DMRs in duplicate samples. Genomic and CpG island annotations were based on Ensmbl data downloaded from the University of California Santa Cruz (UCSC) genome browser. Promoters were defined as regions ±2 kb from the transcription start site (TSS); exons and introns were defined by reference; upstream regions were defined as extending 50 kb from promoter regions; and downstream regions were 50 kb from the transcription end site (TES). The percentage of total differentially methylated sites in a defined genomic feature was divided by the percentage expected to overlap each genomic feature by chance, based on the percentage of genomic space occupied by that feature, to determine the fold change from expected values. Additional methylation data sets were downloaded from the UCSC genome browser DNA methylation track hub^61^,^62^,^63^. Data have been deposited: GSE68713.

### RNA-Seq

WT, F1 and F2, adult offspring (8-to 12-week-old) from at least three different litters were perfused with 30% RNAlater (Ambion) in saline. Brains were frozen on dry ice and sectioned (200 μM). The ventral dentate gyrus was microdissected from the sections. Total RNA was isolated using the RNeasy Mini Kit (Qiagen). Single end 50 bp RNA sequencing was performed on Illumina HiSeq2000 and 2,500 machines and aligned to the mm9 reference genome using TopHat software version 2.0.11 (ref. 64). Default parameters were used with the addition of ‘--no-novel-juncs' to align exclusively to known genes and isoforms. Genes were counted using HT-seq program^65^ with the parameter ‘intersection-strict'. Values for gene expression were calculated using EdgeR^66^ package in R using tagwise dispersion and default parameters. Differentially expressed genes were determined using Benjamini–Hochberg corrected *P*=0.05 threshold. Data have been deposited: GSE68713.

### Transfection and luciferase reporter assay

Exonic DMRs and a control *Drosophila* sequence were amplified by PCR (Droso208Forward Sequence: 5′-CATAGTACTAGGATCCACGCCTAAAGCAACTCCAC-3′, Droso208Reverse: 5′-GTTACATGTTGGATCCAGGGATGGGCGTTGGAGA-3′; CERK F: 5′-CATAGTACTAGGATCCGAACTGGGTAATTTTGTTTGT-3′, CERK R: 5′-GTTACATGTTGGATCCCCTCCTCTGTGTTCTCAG-3′; DGKE F: 5′-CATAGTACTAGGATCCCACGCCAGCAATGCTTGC-3′, DGKE R: 5′-GTTA CATGTTGGATCCGTGCTCCGTGCTGTTGCC-3′; Kif19 F: 5′-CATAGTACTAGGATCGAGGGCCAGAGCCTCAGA-3′, Kif19 R: 5′-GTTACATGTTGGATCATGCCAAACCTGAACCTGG-3′; SRCIN1 F: 5′-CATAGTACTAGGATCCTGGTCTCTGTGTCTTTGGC-3′, SRCIN1 R: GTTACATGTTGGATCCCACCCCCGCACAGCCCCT-3′; MGMT F: 5′-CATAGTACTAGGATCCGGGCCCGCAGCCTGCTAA-3′, MGMT R: 5′-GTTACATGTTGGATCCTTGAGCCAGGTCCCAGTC-3′. Plasmids were constructed using the In-Fusion Cloning Kit (*Clontech* Laboratories). HEK293 cells (American Tissue Type Collection) were cultured in culture media containing 88% DMEM+10 mM HEPES, 1% penicillin/streptomycin, 10% FBS and 1% L-glutamine in a 5% CO_2_ 37 °C incubator. Plasmids were transfected into HEK293 cell cultures using Lipofectamine Transfection Reagent (Life Technologies) in triplicates. Briefly, 0.2E6 cells were seeded in 12-well plates in 1 ml of culture media. Twenty-four hours later, 1 μg of plasmid DNA was diluted in 85 μl Opti-MEM media (Life Technologies) in tubes. After 5 min incubation, 6 μl Lipofectamine Transfection Reagent was added, followed by 20 min incubation. Eighty-five microlitres of this solution was added to each well of HEK293 cells. The following day, media were aspirated and replaced with 400 μl of culture media. Forty-eight hours after transfection, 20 μl aliquots of media were sampled into 96-well plates. One hundred microlitres of Quanti-Luc luciferase substrate (InvivoGen) was added to each well, and plates were read immediately for luciferase activity.

### Metabolomics

*Brain metabolite extraction*. Hippocampal ventral granule cell bodies/nuclei were isolated by microdissection from adult male WT and F1 brain sections and washed twice with ice-cold PBS, followed by metabolite extraction using −70 °C 80% methanol in water (LC-MS grade methanol, Fisher Scientific, Grand Island, NY). The tissue–methanol mixture was subjected to bead-beating for 45 s using a *Tissuelyser* cell disrupter (Qiagen). Extracts were centrifuged for 5 min at 5,000 r.p.m. to pellet insoluble material and supernatants were transferred to clean tubes. The extraction procedure was repeated two additional times and all three supernatants were pooled, dried in a *Vacufuge* (Eppendorf) and stored at −80 °C until analysis. The methanol-insoluble protein pellet was solublized in 0.2 M NaOH at 95 °C for 20 min and quantified using the Bio-Rad DC assay (Bio-Rad). On the day of metabolite analysis, dried cell extracts were reconstituted in 70% acetonitrile with 0.2% ammonium hydroxide at a relative protein concentration of 3 μg ml^−1^ and 3 μl of the reconstituted extract was injected for LC/MS-based untargeted metabolite profiling.

*LC/MS metabolomics platform for untargeted metabolite profiling*. Brain extracts were analysed by LC/MS as described previously^67^,^68^ using a platform comprised of an Agilent Model 1200 liquid chromatography system coupled to an Agilent 6230 time-of-flight MS analyser. Chromatography of metabolites was performed using aqueous normal phase gradient separation, on a *Diamond Hydride* column (Microsolv). Mobile phases consisted of: (A) 50% isopropanol, containing 0.025% acetic acid and (B) 90% acetonitrile containing 5 mM ammonium acetate. To eliminate the interference of metal ions on the chromatographic peak integrity and electrospray ionization, EDTA was added to the mobile phase at a final concentration of 6 μM. The following gradient was applied: 0–1.0 min, 99% B; 1.0–15.0 min, to 20% B; 15.0–29.0, 0% B; 29.1–37 min, 99% B. Raw data were analysed using MassHunter Profinder 6.0 and MassProfiler Professional 13.0 software package (MPP; Agilent Technologies). Unpaired *t*-tests (*P*<0.05) were used to determine significant differences between groups.

*Differentially expressed metabolite identification*. To ascertain the identities of differentially expressed metabolites (*P*<0.05) between F1 cross versus WT vGC samples, molecular features were searched against an in-house *METLIN* Personal Metabolite Database (Agilent Technologies), annotated with accurate monoisotopic neutral masses (<5 p.p.m.) and chromatographic retention times. A molecular formula generator algorithm in MPP was used to generate and score empirical molecular formulae based on a weighted consideration of monoisotopic mass accuracy, isotope abundance ratios and spacing between isotope peaks. A tentative compound ID was assigned when *METLIN* and molecular formula generator scores concurred for a given candidate molecule. Tentatively assigned molecules were verified based on a match of LC retention times and/or MS/MS fragmentation spectra to that of pure molecule standards.

### High-performance liquid chromatography–mass spectrometry

Tissue lipid extracts from isolated ventral granule cells were prepared using a modified Bligh/Dyer procedure, spiked with appropriate internal standards, and analysed using a 6490 Triple Quadrupole LC/MS system (Agilent Technologies). Glycerophospholipids and sphingolipids were separated with normal-phase HPLC as before^69^,^70^ with a few changes. An Agilent Zorbax Rx-Sil column (inner diameter 2.1 × 100 mm^2^) was used under the following conditions: mobile phase A (chloroform/methanol/1 M ammonium hydroxide, 89.9:10:0.1, v/v) and mobile phase B (chloroform/methanol/water/ ammonium hydroxide, 55:39.9:5:0.1, v/v); 95% A for 2 min, linear gradient to 30% A over 18 min and held for 3 min, and linear gradient to 95% A over 2 min and held for 6 min. Sterols and glycerolipids were separated with reverse-phase HPLC using an isocratic mobile phase as before^69^ except with an Agilent Zorbax Eclipse XDB-C18 column (4.6 × 100 mm^2^). Individual lipid species were measured by multiple reaction monitoring transitions and lipid concentration was calculated by referencing to appropriate internal standards: D5-cholesterol, cholesterol ester 17:0, 1,2-diphytanoyl-sn-glycero-3-phosphocholine 16:0 diether diacylglycerol, D5-TAG 16:0/18:0/16:0, phosphatidic acid 14:0/14:0, phosphatidylcholine 14:0/14:0, phosphatidylethanolamine 14:0/14:0, phosphatidylglycerol 15:0/15:0, phosphatidylserine 14:0/14:0, lysophosphatidylcholine 17:0, lysophosphatidylethanolamine 14:0, lysophosphatidylinositol 13:0, bis(monoacylglycero)phosphate 14:0/14:0, sphingomyelin d18:1/12:0, dihydrosphingomyelin d18:0/12:0, ceramide d18:1/17:0, galactosylceramide d18:1/12:0, lactosylceramide d18:1/12:0 and sulfatide d18:1/17:0 (Avanti Polar Lipids). Phosphatidylinositol 16:0/16:0 was purchased separately (Echelon Biosciences). Some lipid classes did not have commercially available internal standards and hence these lipids were referenced to standards that are closely eluted in the liquid chromatography–mass spectroscopy method: Ether-linked species were normalized to corresponding acyl-linked standards: GM3 to phosphatidylinositol 16:0/16:0. Lipid concentration was normalized by molar concentration across all species for each sample, and the final data are presented as mean mol%.

### Data analysis

Data are shown as mean±s.e.m. Outlier data were excluded based on±2 s.d. from the mean. One-way or repeated-measures analyses of variance or *t*-tests were used to compare tests. Least significant difference (LSD) or Bonferroni *post hoc* analyses were used to assess statistical significance. Sample size was based on prior data and by using power calculation All graphs and statistical analysis were performed using R (http://ww.r-project.org), Bioconductor (http://www.bioconductor.org) and ggplot2 (http://www.ggplot2.org) for visualization, unless stated otherwise.

## Additional information

**How to cite this article**: Mitchell, E. *et al*. Behavioural traits propagate across generations via segregated iterative-somatic and gametic epigenetic mechanisms. *Nat. Commun.* 7:11492 doi: 10.1038/ncomms11492 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6, Supplementary Tables 1-7

## Figures and Tables

**Figure 1:**
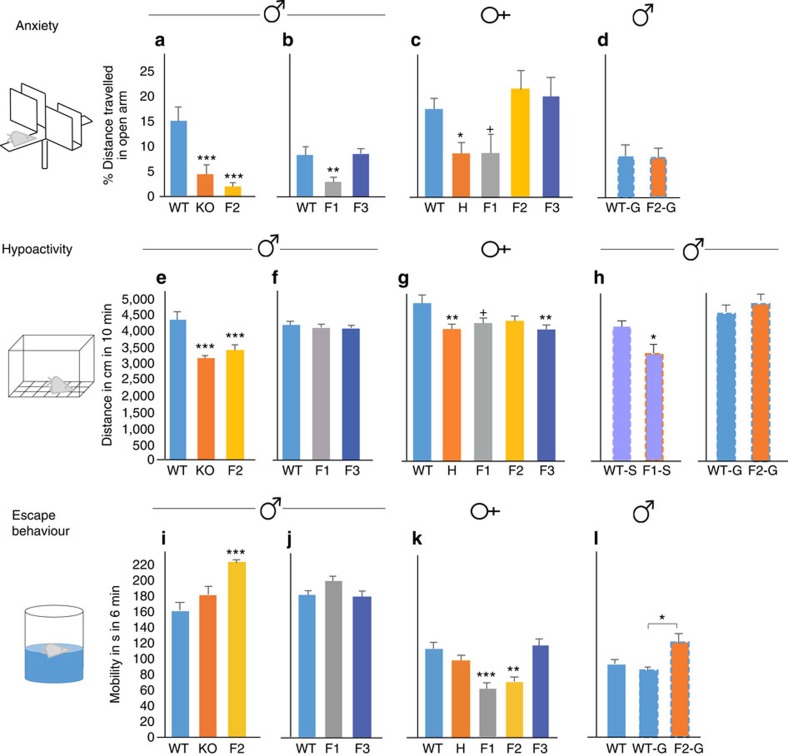
Non-genetic transmission of emotional behavioural traits, associated with maternal 5-HT_1A_R deficit. (**a**) Anxiety-like behaviour in the open arm of the EPM. F2 males, similar to KO males, exhibit increased avoidance (in % of total activity) of the open arm (group-effect in distance travelled; analysis of variance (ANOVA): F_2,35_=13.28, *P*<10^−4^; LSD *post hoc* ***P<0.005 compared with WT; *N*=11, 12 and 15 mice per group). Data presented as mean±s.e.m. All behavioural tests were repeated with three independent cohorts of animals. (**b**) F1, but not F3, males travel less distance in the open arm (group-effect, *F*_2,54_=6.46, *P*=0.003; **P<0.01 compared with WT, *N*=17, 15 and 26 mice). (**c**) Anxiety of female mice (group-effect, F_4,57_=4.22, *P*=0.0046; *N*=12 WT, 13 H, 7 F1, 19 F2 and 11 F3). Significant anxiety in H (*P<0.05) and a trend for anxiety in F1 females (^+^*P* <0.10). (**d**) Males derived by embryo transfer from WT germ cells that were exposed to H (F2-G), as compared with WT (WT-G) grand-maternal environment during gametogenesis exhibit no anxiety-like behaviour (*t*-test:, *T*=−0.202, *P*=0.841, *N*=16 and 20 animals per group). (**e**) Activity, measured as total distance travelled in the open field. F2 males, similar to KO males, exhibit reduced activity (ANOVA: F_2,47_=13.47, *P*<10^−4^; LSD *post hoc* ***P<0.005, *N*=17, 17 and 16). (**f**) Activity of F1 and F3 males is not different from that of WT males. (**g**) Female H and F3 offspring are hypoactive while F1 offspring exhibit a trend for hypoactivity (F_4,49_=3.25, *P*=0.019; **P<0.01, trend ^+^*P*<0.10, *N*=13, 14, 7, 8 and 11). (**h**) Hypoactivity is somatically programmed. WT-S versus F1-S males: *t*-test: *T*=2.286, *P=0.036, *N*=13 and 5 animals per group; WT-G vs. F2-G males: *T*=−1.279, *P*=0.208, *N*=30 and 15. (**i**) Stress reactivity, measured as mobility in the forced swim test. F2 males have increased mobility (ANOVA: F_2,45_=10.12, *P*<0.001; LSD *post hoc* ***P<0.005, *N*=17, 14 and 17). (**j**) Lack of stress phenotype in F1 and F3 males. (**k**) Female F1 and F2 have reduced mobility (F_4,49_=7.92, *P*<10^−4^; **P<0.01, ***P<0.005, *N*=14, 14, 7, 9 and 10). (**l**) Increased stress reactivity of F2 males is gametically programmed (F_2,32_=3.48, *P*=0.042; *P<0.05, *N*=12, 8 and 15).

**Figure 2:**
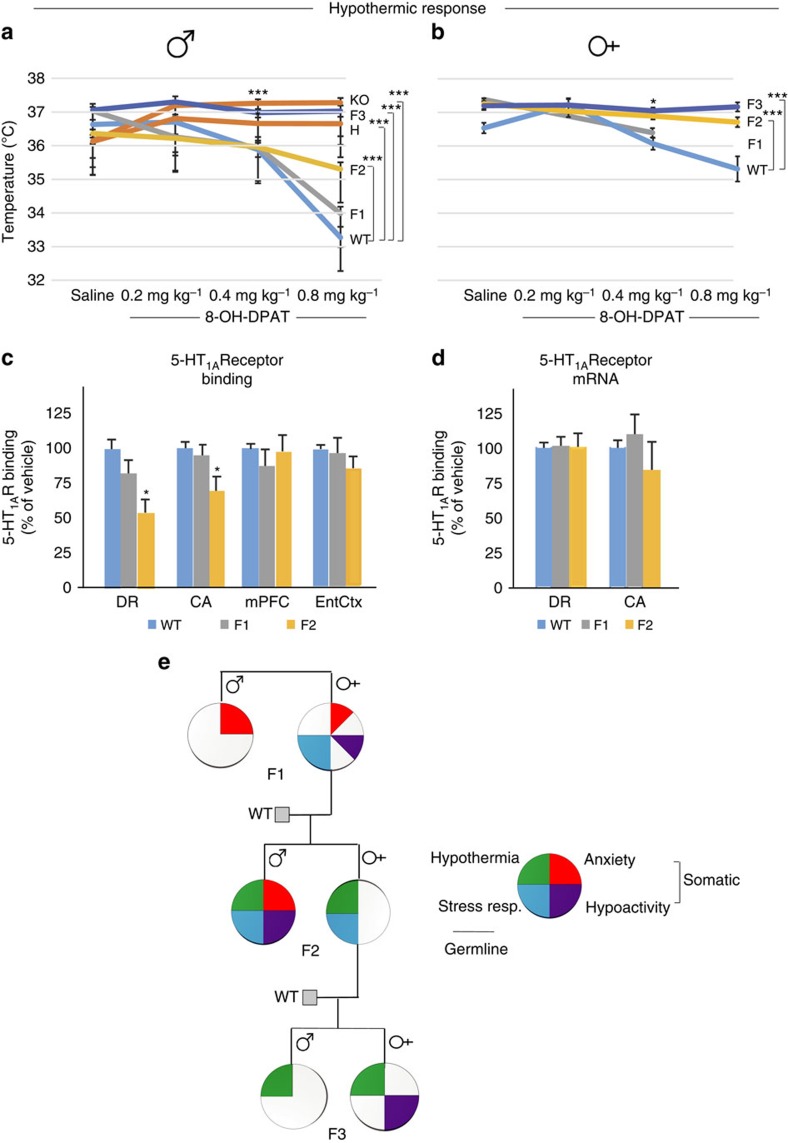
Non-genetic transmission of trait associated with the lack of drug-induced hypothermia and summary of transmission of all traits. (**a**) F2, F3, H and KO males exhibit blunted response to the 5-HT_1A_R agonist 8-OH-DPAT (repeated-measures analysis of variance (ANOVA): group, F_5,86_=23.9, *P*<10^−6^; dose, F_3,258_=67.9, *P*<10^−6^; and group × dose, F_15,258_=29.7, *P*<10^−6^; LSD *post hoc* ***P<0.005, relative to WT at the same dose; *N*=WT 19, F1 13, F2 23, F3 12, H 15, KO 16). (**b**) F2 and F3 females also exhibit blunted hypothermia response to drug (repeated-measures ANOVA: group, F_2,24_=13.7, *P*=0.0001; dose, F_3,72_=17.1, *P*<10^−6^; and group × dose, F_6,72_=7.6, *P*=0.000002; LSD *post hoc* *P<0.05, ***P<0.005, relative to WT at the same dose, *N*=WT 6, F1 8, F2 10, F3 11). (**c**) F2 males have reduced [^3^H]-8-OH-DPAT binding (ANOVA: DR, F_2,15_=6.37, *P*=0.01; CA, F_2,15_=4.46, *P*=0.030; LSD *post hoc* *P<0.05, *N*=6 for all groups), but (**d**) not receptor mRNA expression. CA, CA subfields of the hippocampus; DR, dorsal raphe; EntCtx, entorhinal cortex; mPFC, medial prefrontal cortex. (**e**) Variable penetrance, gender specificity and different modes of transmission of traits generate a highly variable phenotype in the pedigree. Each quarter circle represents significant phenotype, whereas trend is represented by one-eighth of a circle.

**Figure 3:**
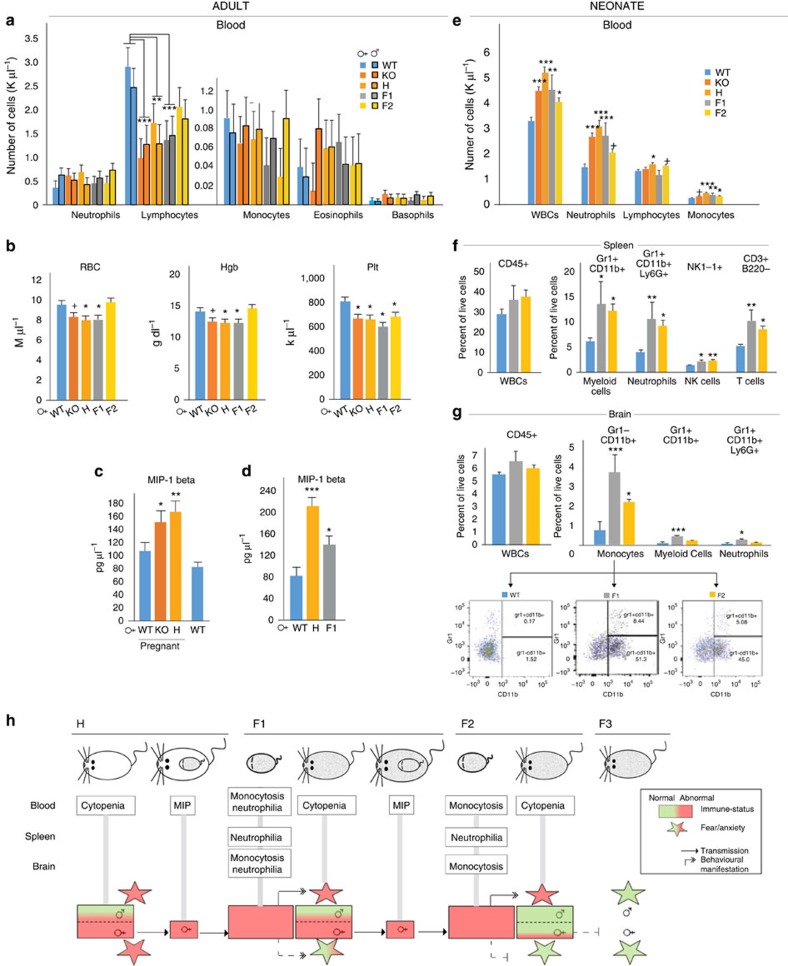
Immune system dysregulation in H and F1 females is associated with immune activation in their offspring and the transmission of somatic anxiety trait. (**a**) Lymphocytopenia in KO, H, F1, but not F2, adult females and males (analysis of variance (ANOVA). Lymphocyte Group Effect, F_4,30_=4.482, *P*=0.006; Lymphocyte Sex, F_1,30_=0.338, *P*=0.566; LSD *post hoc* *P<0.05, **P<0.01, ***P<0.005, *N*=8 per group/4 each sex). (**b**) Anaemia with low haemoglobin (Hgb) levels in KO, H, F1, but not F2, females and thrombocytopenia in KO, H, F1 and F2 adult females (ANOVA. red blood cells (RBCs): F_4,15_=4.199, *P*=0.018; Hgb: F_4,15_=3.592, *P*=0.030; platelets (Plt): F_4,15_=4.568, *P*=0.013; LSD *post hoc* *P<0.05, **P<0.01, ^+^*P*<0.01 (trend only), *N*=4 per group). (**c**,**d**) Increased plasma MIP-1β levels in gestational day 10 KO and H dams measured by multiplex bead-based immunoassay (**c**, ANOVA F_3,16_=7.662, *P*=0.002; LSD *post hoc* *P<0.05, **P<0.01, *N*=5 per group) and in adult KO, H and F1 females by ELISA (**d**, ANOVA F_2,6_=16.745, *P*=0.004; LSD *post hoc* *P<0.05, ***P<0.005, *N*=3 per group). (**e**,**f**). Blood and spleen of F1 and F2 P3 neonates have increased number of neutrophils and monocytes (blood, ANOVA: F_4,72_=9.99, *P*=0.000002; LSD *post hoc* ***P<0.01, trend ^+^*P*<0.10, *N*=15, 22, 15, 8 and 14; spleen, ANOVA: F_2,12_=6.53, *P*=0.012; LSD *post hoc* **P<0.01 and *P<0.05, *N*=6, 3 and 6). (**g**) Brains of F1 and F2 P3 neonates have transmigrated monocytes (ANOVA: F_2,12_= 10.07, *P*=0.0027; LSD *post hoc* ***P<0.005 and *P<0.05, *N*=6, 3, 6). Lower panels show the gating strategy. (**h**) Summary of maternal and neonatal immune abnormalities across generations. Adult female cytopenia and increased MIP-1β are associated with the transmission of the anxiety-like trait, whereas neonatal immune abnormalities in the blood, the spleen and the brain are associated with the sex-specific development of anxiety in males.

**Figure 4:**
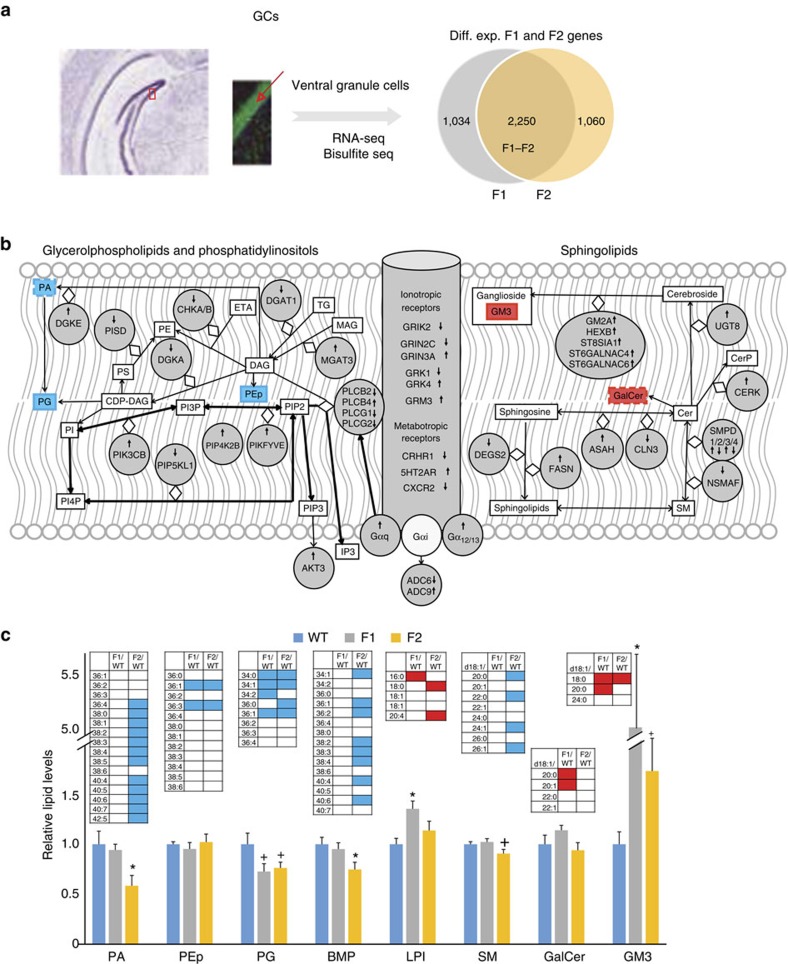
The impact of the receptor-deficient maternal environment on the F1/F2 neuronal transcriptome and metabolome. (**a**) A sagittal section of the ventral hippocampus highlighting the location of ventral granule cells, the source of mRNAs and metabolites. Granule cells can be isolated as a homogenous population because of their clustering in the granule cell layer (cells are highlighted by their green NeuN-positive nuclei). Only a few cells positive for the glia marker glial fibrillary acidic protein (GFAP) present within the granule cell layer (blue cytoplasmic staining). Most of the differentially expressed F1 and F2 genes overlap. (**b**) Ingenuity functional analysis of differentially expressed overlapping F1–F2 genes identified enrichment in functions related to sphingolipid metabolism (right), receptor signalling (centre) and glycerophospholipids (left), indicated by solid grey circles, as a result of the maternal effect. Gene/protein nomenclature, see Supplementary Table 2. Lipid changes shown in **c** are also highlighted (blue box represents reduced and red increased levels in both F1/F2 granule cells, whereas red/blue boxes with staggered outline represent changes in either F1 or F2. Cer, ceramide; DAG, diacylglycerol; ETA, ethanolamine; GalCer, galactosylceramide, GM3, monosialodihexosylganglioside; MAG, monoacylglycerol; PA, phosphatidic acid; PE, phosphatidylethanolamine, PEp, plasmalogen phosphatidylethanolamine; PG, phosphatidylglycerol; PI, phosphatidylinositol; PS, phosphatidylserine; SM, sphingomyelin. (**c**) Glycerophospholipid and sphingolipid composition of F1 and F2 ventral granule cells, relative to WT cells. BMP, bis(monoacylglycero)phosphate; LPI, lysophosphatidylinositol. *N*=6 per group. Columns represent total levels of lipid subclasses. Results are presented as mean and bars as s.e.m, *P≤0.05; and trend ^+^*P*≤0.1 by analysis of variance with Bonferroni *post hoc* test (*α*: 0.0166). Blue and red boxes in insets represent significantly reduced and increased levels in specific lipid species within lipid subclasses; see also Supplementary Table 4 for the extent of changes.

**Figure 5:**
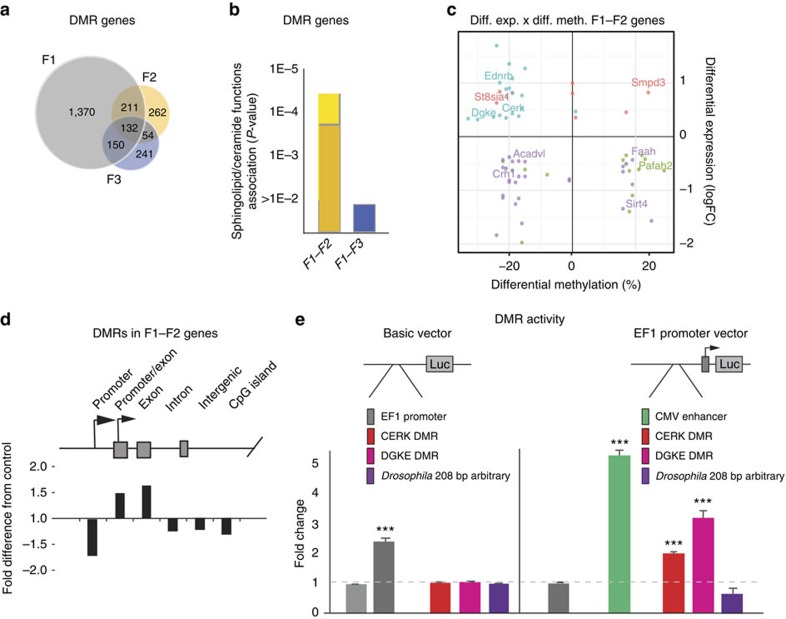
Impact of the receptor-deficient maternal environment on the F1/F2 neuronal methylome. (**a**) Overlap of genes with differentially methylated regions (DMRs) in F1, F2 and F3 ventral granule cells. (**b**) Overrepresentation of DMR genes in F1 and F2, but not in all F1, F2 and F3 granule cells, in the process of *sphingolipid/ceramide*-related processes (see list of genes in Supplementary Table 5). The short and long columns indicate the lowest and highest significance levels for these processes. (**c**) Similar changes in DNA methylation and gene expression in F1 and F2 neurons. F1 and F2 overlapping differentially methylated and expressed genes are distributed to four quadrants, according to their expression (up/downregulated) and average methylation at differentially methylated sites within DMRs (hyper/hypomethylated; +/−). Colour of genes is rendered according to their differential expression/differential methylation values in F1 (blue, up/hypo quadrant; purple: down/hypo; green, down/hyper and red, up/hyper), whereas their actual positions reflect values in F2. Most genes in a quadrant are of a similar colour, indicating similar expression and methylation changes in F1 and F2 neurons. (**d**) F1/F2 overlapping DMRs are overrepresented at exonic regions. (**e**) Selected DMRs from *Cerk* and *Dgke* (Fig. 4b) have no promoter, but significant enhancer-like, effects on the EF1 promoter, similar to that of the cytomegalovirus (CMV) enhancer, in transfected 293 cells (analysis of variance: F_4.49_=163.16, *P*<10^−4^; LSD *post hoc* ***P<0.005 for both CERK and DGKE, in addition to the positive control CMV). An intergenic *Drosophila* sequence has neither promoter nor enhancer activity.

**Figure 6:**
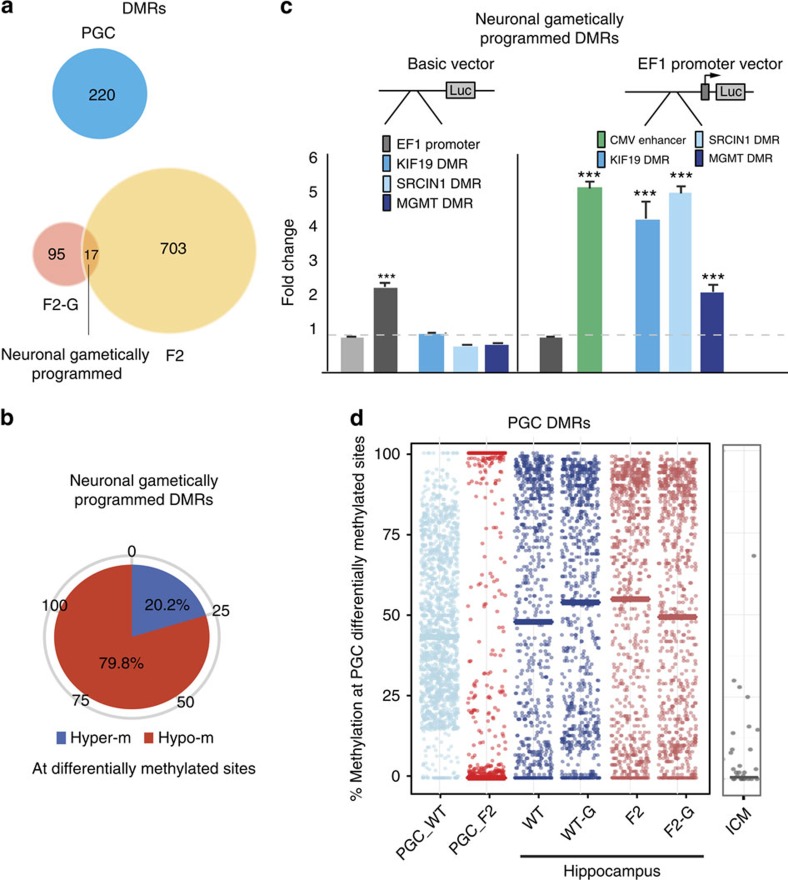
Characteristics of gametically programmed DMRs. (**a**) PGC DMRs are unrelated to neuronal gametically programmed DMRs, which are defined as overlapping DMRs in F2 and F2-G neurons. (**b**) Methylation changes at neuronal gametically programmed sites are predominantly hypomethylation. (**c**) Neuronal gametically programmed DMRs have no promoter, but significant enhancer, activity (analysis of variance: F_5,57_=170.82, *P*<10^−4^; LSD *post hoc* ***P<0.005 for KIF19, SRCIN1 and MGMT). (**d**) Distribution of methylation levels at individual CpG sites, differentially methylated in F2 PGCs, in PGCs, hippocampal granule cells and inner cell mass (ICM).

# Supplementary material for: Behavioural traits propagate across generations via segregated iterative-somatic and gametic epigenetic mechanisms
**Source:** Nat Commun. 2016 May 13;7:11492. doi: 10.1038/ncomms11492
**Supplement:** Supplementary Information — Supplementary Figures 1-6, Supplementary Tables 1-7

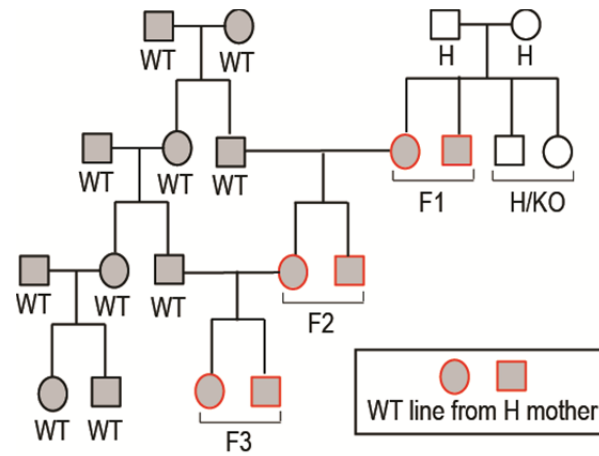

**Supplementary Figure. 1.** Breeding strategy of F1-F3 WT, derived from H mothers and matched WT animals, derived from WT mothers. Shaded boxes indicate genetically WT individuals.

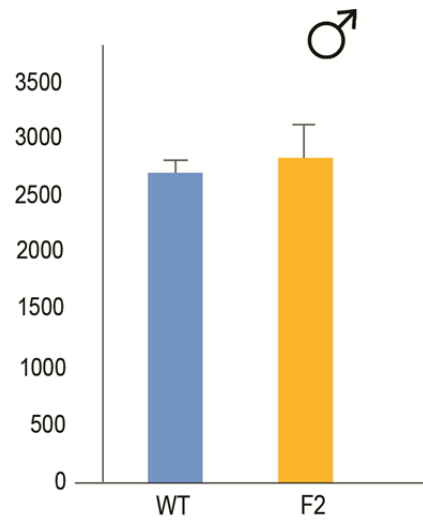

**Supplementary Figure. 2.** Total locomotor activity of F2 males are not different from that of WT males, *t*-test,  $p=0.645$ .  $N=15$  and  $11$ .

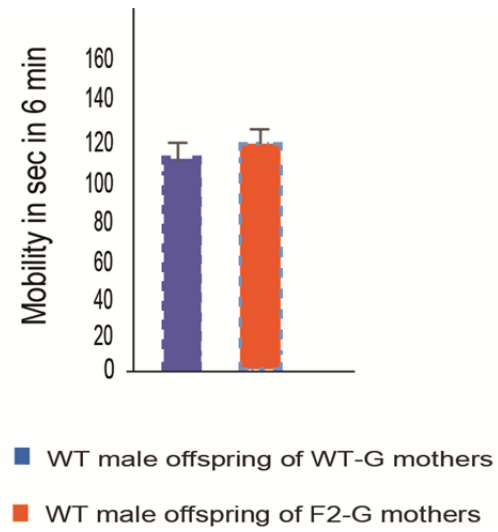

**Supplementary Figure. 3.** The increased stress reactivity phenotype seen in F2-G males is not transmitted to the next generation. N=30 and 15.

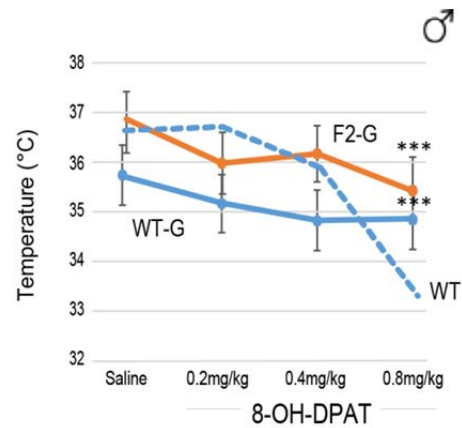

**Supplementary Figure. 4.** Blunted hypothermic response to the 5-HT<sub>1A</sub>R agonist 8-OH-DPAT following embryo transfer in both F2-G mice and their WT-G controls (repeated measures ANOVA: group,  $F_{2,129}=10.8$ ,  $P=0.0002$ ; dose,  $F_{3,129}=24.4$ ,  $P<10^{-6}$ ; and group x dose,  $F_{6,129}=8.4$ ,  $P<10^{-6}$ ; LSD *post hoc* \*\*\* $p<0.005$  for both groups, relative to WT at the same dose.  $N=18$ , 12, and 10 animals per group).

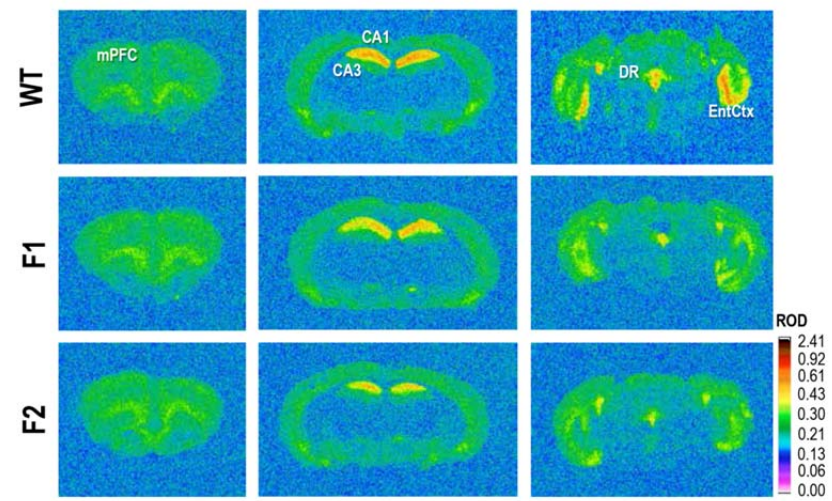

**Supplementary Figure. 5.** Representative coronal brain sections showing reduced 5-HT<sub>1A</sub>R expression in hippocampus and dorsal raphe nuclei assed by [<sup>3</sup>H]-8-OH-DPAT binding.

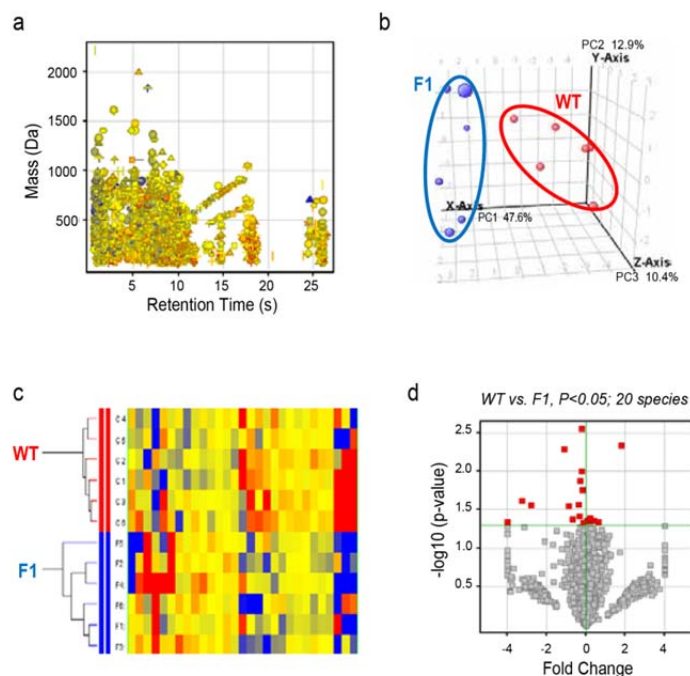

**Supplementary Figure. 6.** Untargeted metabolite profiling identifies differentially-expressed metabolites in GCs from F1 vs. WT mice ( $n = 6$  mice/group). **a.** A total of 3,156 distinct molecular features were aligned and quantified by untargeted molecular feature extraction in all samples from at least one group, as either positive ions (1,726) or negative ions (1,503). **b.** Principal component analysis (PCA) shows within group clustering and between group separation of GC extracts from WT and F1 brains, considering the relative abundances of 21 differentially-expressed features from among the 3,156 species in panel a ( $P < 0.05$ ). Each point corresponds to an individual mouse brain extract. **c.** Unsupervised hierarchical clustering analysis (HCA) according to Euclidean distance metric and Ward's linkage rule with samples color-coded by phenotype, displays expression patterns and clustering of the differentially-expressed metabolites ( $p < 0.1$ ). Feature intensity depicted as a heat map, ranging from red to blue, where red represents an expression level greater than the mean value and blue represents expression levels below the mean value. **d.** Volcano analysis of all 3,156 detected brain features, where between group differences in metabolite expression are plotted at the  $-\log$  of fold-change vs.  $\log$  of the  $p$ -value. Notably, of the 21 molecules that fulfill the criteria of differential expression with a  $p$ -value  $\leq 0.05$  (indicated in red), 9 were identified as lipids with diminished abundance in F1 vs. WT brain samples while 11 were not structurally confirmed (see Extended Data Table 4).

## Supplementary Tables

| Supplementary Table 1. Functions enriched in overlapping F1 and F2 differentially expressed genes |          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |             |
|---------------------------------------------------------------------------------------------------|----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| Functional Annotation                                                                             | p-Value  | Molecules                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | # Molecules |
| hydrolysis of lipid                                                                               | 3.75E-05 | ABHD4,ACAA1,AGT,ARFRP1,ARRB2,CHRM2,CXCR2,ENPP6,FAAH,GBA2,GM2A,GNA12,GNAQ,GPT,GRK4,HEXB,HTR2A,IKBKB,LDL,LPL,MGLL,NAAA,NSMAF,PAFAH1B1,PAFAH2,PLA2G3,PLCB4,PLCG1,PLCG2,PNPLA6,PPT1,PRKAA2,RGS4,SMPD1,SMPD2,UNC5B                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | 36          |
| neuronal ceroid lipofuscinosis                                                                    | 6.10E-05 | CLCN7,CLN3,CLN5,CTSD,PPT1,SMPD1,TPP1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 7           |
| synthesis of glycosphingolipid                                                                    | 6.65E-05 | ABCA8,ABCB1,BCL2L1,CD82,CERK,CLN3,DEGS2,FASN,LARGE,NSMAF,PRKCD,PRKDC,SCD,SLC27A1,SMPD1,SMPD2,SMPD3,SMPD4,ST6GALNAC6,ST8SIA1,UGT8                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | 21          |
| metabolism of sphingomyelin                                                                       | 7.76E-05 | CLN3,SMPD1,SMPD2,SMPD3,SMPD4                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     | 5           |
| synthesis of glycolipid                                                                           | 7.89E-05 | ABCA8,ABCB1,BCL2L1,CD82,CERK,CLN3,DEGS2,FASN,GPAA1,HEXB,LARGE,NSMAF,PIGL,PIGO,PRKCD,PRKDC,SCD,SLC27A1,SMPD1,SMPD2,SMPD3,SMPD4,ST6GALNAC6,ST8SIA1,UGT8                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            | 25          |
| cleavage of lipid                                                                                 | 8.03E-05 | ABHD4,ACAA1,AGT,ARFRP1,ARRB2,CHRM2,CXCR2,ENPP6,FAAH,GBA2,GM2A,GNA12,GNAQ,GPT,GRK4,HEXB,HTR2A,IKBKB,LDLR,LPL,MGLL,NAAA,NSMAF,PAFAH1B1,PAFAH2,PLA2G3,PLCB4,PLCG1,PLCG2,PNPLA6,PPT1,PRKAA2,PTGS1,RGS4,SMPD1,SMPD2,UNC5B                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 37          |
| metabolism of sphingolipid                                                                        | 1.31E-04 | ABCA8,ABCB1,BCL2L1,CD82,CERK,CLN3,DEGS2,FASN,GBA2,GM2A,HEXB,LARGE,NSMAF,PPT1,PRKCD,PRKDC,SCD,SLC27A1,SMPD1,SMPD2,SMPD3,SMPD4,ST6GALNAC6,ST8SIA1,UGT8                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 25          |
| synthesis of phosphatidylethanolamine                                                             | 1.93E-04 | CHKA,CHKB,PCYT2,PISD,SLC27A1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     | 5           |
| sialylation of ganglioside                                                                        | 6.02E-04 | ST6GALNAC4,ST6GALNAC6,ST8SIA1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | 3           |
| concentration of lipid                                                                            | 8.64E-04 | ABCA7,ABCB1,ABCC8,ACP6,ADIPOR2,AGT,AKT3,ALDH1A1,AMH,APAF1,ARNT,BCAT2,BCL2L1,CASP9,CERK,CHKA,CHRNA7,CLN3,CLU,CRHR1,CRTC2,CTSD,CXCL12,CYP27B1,DAGLB,DGAT1,DGAT2,DGKE,DHCR24,DIO2,DLG2,DLK1,DNM2,EDN3,EPB41,FA2H,FAAH,FADS2,FAM57B,FASN,FGF7,GAD2,GBA2,GNAQ,GPR116,GPX1,HEXB,HMGA1,HMGCR,HSD3B7,IL18,IL18BP,INHA,INPP5B,INSIG1,IRS2,LBP,LDLR,LPGAT1,LPL,MAG,MGAT3,MGLL,MRAS,NAA40,NEIL1,NKX2-1,NPC1L1,NSMAF,NTRK2,PCYT2,PDGFRA,PEX5L,PIKFYVE,PIP5KL1,PLA2G3,PLD2,PLIN5,PLP1,PLSCR3,PNPLA6,PNPLA8,PPP1R3C,PRKAA2,PRKCD,PROKR2,PTGS1,PTPN11,QKI,RGS4,RORA,RPS6KB2,SAFB,SAT1,SCD,Scd2,SCG5,SCNN1A,SIRT6,SLC1A2,SLC27A1,SLC6A11,SLCO2A1,SMPD1,SMPD2,SMPD3,SOAT2,ST8SIA1,TAZ,TGFA,TGFBR2,TRIB1,TYK2,UCP2,UGT8,UHMK1,WNK4 | 117         |
| hydrolysis of phospholipid                                                                        | 1.23E-03 | AGT,ARRB2,CHRM2,CXCR2,ENPP6,GNA12,GNAQ,GPT,GRK4,HTR2A,LPL,NSMAF,PAFAH1B1,PAFAH2,PLA2G3,PLCB4,PLCG1,PLCG2,PNPLA6,RGS4,SMPD1,SMPD2,UNC5B                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           | 23          |
| synthesis of ceramide                                                                             | 2.73E-03 | BCL2L1,CERK,CLN3,DEGS2,FASN,NSMAF,PRKCD,PRKDC,SCD,SMPD1,SMPD2,SMPD3,SMPD4                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | 13          |
| quantity of polyunsaturated fatty acids                                                           | 3.34E-03 | AGT,CERK,DAGLB,DGKE,DNM2,FAAH,FADS2,GNAQ,GPX1,IL18,IL18BP,LDLR,LPL,PNPLA8,PTGS1,SCD,SLCO2A1,TAZ,TGFA,TGFB                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | 20          |
| metabolism of phospholipid                                                                        | 3.35E-03 | ABCA8,ACP6,AGT,ASPG,CHKA,CHKB,CLN3,DGKE,FASN,FGF7,GPAA1,HEXB,KDR,LPCAT4,LPL,NKX2-1,PCYT2,PIGL,PIGO,PIK3CB,PIKFYVE,PIP4K2B,PISD,PLA2G4B,PLCB2,PLCG1,PLCG2,PLD2,PNPLA6,SLC27A1,SMPD1,SMPD2,SMPD3,SMPD4,TAZ                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | 35          |
| hydrolysis of diacylglycerol                                                                      | 4.52E-03 | PAFAH1B1,PAFAH2,PLCG1,PLCG2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      | 4           |
| degradation of 2-arachidonoylglycerol                                                             | 7.13E-03 | FAAH,MGLL                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | 2           |

Receptors, including GPCRs

**Supplementary Table 2.** List of overlapping F1 and F2 differentially expressed genes

| Sphingolipid metabolism |                                                       |
|-------------------------|-------------------------------------------------------|
| Smpd1                   | sphingomyelinase 1                                    |
| Smpd2                   | sphingomyelinase 2                                    |
| Smpd3                   | sphingomyelinase 3                                    |
| Smpd4                   | sphingomyelinase 4                                    |
| Nsmaf                   | neutral sphingomyelinase activation associated factor |
| Cerk                    | ceramide kinase                                       |
| Asah2                   | ceramidase                                            |
| Degs2                   | sphingolipid delta 4-desaturase                       |
| Fasn                    | fatty acid synthase                                   |
| Scd                     | fatty acid desaturase                                 |
| Cln3                    | neuronal ceroid-lipofuscinosis 3                      |

| Monosialodihexosylganglioside (GM3) metabolism |                              |
|------------------------------------------------|------------------------------|
| UGT8                                           | ceramide glucosyltransferase |
| HexB                                           | hexosaminidase               |
| Gm2A                                           | GM2 ganglioside activator    |
| Large                                          | glucuronosyltransferase      |
| St6galnac4                                     | glycosyltransferase          |
| St6galnac6                                     | glycosyltransferase          |
| St8sia1                                        | glycosyltransferase          |

| Glycerophospholipid metabolism |                                       |
|--------------------------------|---------------------------------------|
| Dgke                           | diacylglycerol kinase                 |
| Chka                           | ethanolamine kinase                   |
| Chkb                           | ethanolamine kinase                   |
| Pisd                           | phosphatidylserine (PS) decarboxylase |
| Dgat1                          | DAG acyltransferase1                  |
| Dgka                           | DAG kinase                            |
| Mgat3                          | monoacylglycerol acyltransferase 3    |
| MglI                           | monoglyceride lipase                  |
| Pla2g3                         | phospholipase A2                      |

| Inositol Phosphate Compounds |                                              |
|------------------------------|----------------------------------------------|
| Plcb2                        | phospholipase C (PLC) beta 2                 |
| Plcb4                        | phospholipase C (PLC) beta 4                 |
| Plcg1                        | phospholipase C (PLC) gamma 1                |
| Plcg5                        | phospholipase C (PLC) gamma 2                |
| Pik3cb                       | phosphatidylinositol (PI) kinase             |
| Pip4k2b                      | phosphatidylinositol phosphate (PIP) kinase  |
| Pip5k1l                      | phosphatidylinositol phosphate (PIP) kinase  |
| Pikfyve                      | phosphoinositide kinase                      |
| Ppip5k1                      | diphosphoinositol pentakisphosphate kinase 1 |
| Ppip5k2                      | diphosphoinositol pentakisphosphate kinase 2 |

**Supplementary Table 3.** LC/MS-based untargeted metabolite profiling of GCs

| Mass           | RT        | Compound Name                    | P-value  | Fold Change | WT1       | WT2      | WT3      | WT4      | WT5      | WT6      | F1       | F2       | F3       | F4       | F5       | F6       |
|----------------|-----------|----------------------------------|----------|-------------|-----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
| 805.5551<br>42 | 1.315     | Lactosylceramide<br>(d18:1/12:0) | 0.001025 | <b>0.69</b> | 13517     | 18559    | 15358    | 14822    | 13922    | 12009    | 11975    | 9750     | 10421    | 9637     | 8659     | 10040    |
| 612.523        | 1.15      | 612.5229@1.153                   | 0.001568 | <b>0.5</b>  | 6890.6735 | 5870.279 | 8942.492 | 4751.243 | 6024.913 | 7343.214 | 4593.72  | 3594.054 | 3083.091 | 4511.239 | 2788.455 | 1285.39  |
| 105.041        | 8.48      | L-SERINE                         | 0.002494 | <b>0.86</b> | 545548.43 | 587575.4 | 509347.5 | 521087.4 | 519365.1 | 574056.4 | 442161.9 | 411167.2 | 501405.5 | 482729.2 | 459559.8 | 495996.5 |
| 480.2392       | 1.0579998 | unknown                          | 0.006169 | <b>0.58</b> | 10783     | 10497    | 7867     | 9628     |          | 13051    | 6008     | 6630     | 5628     | 7343     | 8297     | 2104     |
| 801.5451       | 1.3380002 | Lactosylceramide<br>(d18:1/12:2) | 0.008609 | <b>0.86</b> | 27496     | 32597    | 29496    | 29890    | 30061    | 32112    | 25241    | 21882    | 29258    | 28627    | 25620    | 24868    |
| 815.636        | 1.0200001 | unknown                          | 0.008859 | <b>0.11</b> | 16202     | 14977    | 20811    | 305      | 3882     | 16565    | 845      | 1522     | 1422     | 312      | 423      | 3357     |
| 798.618        | 1.03      | PA(43:2)                         | 0.016535 | <b>0.1</b>  | 37769.091 | 52442.19 | 27925.48 | 4068.157 | 1216.652 | 33153.52 | 1417.756 | 1980.147 | 3674.196 | 95.3798  | 1690.984 | 6445.085 |
| 789.567        | 7.07      | PC(P-38:6)                       | 0.017049 | <b>0.89</b> | 122285.75 | 140459.7 | 143802.6 | 123432.4 | 125386   | 135811.7 | 104296   | 121513.2 | 128133.7 | 120223.3 | 118336.7 | 109796.8 |
| 803.5448       | 1.3380002 | Lactosylceramide<br>(d18:1/12:1) | 0.018018 | <b>0.81</b> | 33854     | 43909    | 34323    | 35551    | 31237    | 32581    | 26588    | 27149    | 34666    | 31336    | 26588    | 24662    |
| 428.364        | 9.98      | 428.3637@9.973                   | 0.026209 | <b>1.1</b>  | 24399.941 | 23841.34 | 24728.2  | 22941.06 | 25642.19 | 21499.89 | 24054.94 | 27151.02 | 27890.5  | 27945.03 | 24366.23 | 26039.64 |
| 394.2711       | 1.1400001 | unknown                          | 0.029537 | <b>0.77</b> | 88244     | 83537    | 81142    | 123530   | 99894    | 112448   | 86668    | 80670    | 62641    | 59516    | 68930    | 93978    |
| 322.197        | 1.42      | 322.198@1.4279999                | 0.03479  | <b>1.22</b> | 76005.85  | 49532.1  | 50517.36 | 67714.51 | 55098.65 | 45310.54 | 77237.3  | 71048.51 | 71473.84 | 64304.92 | 66765.49 | 69545.95 |
| 334.063        | 7.04      | 3-Phosphoglyceroinositol         | 0.036676 | <b>0.81</b> | 145326.88 | 154173.3 | 161708   | 121876.6 | 140880.5 | 138160.1 | 85926.69 | 107675.1 | 100675   | 127789.5 | 127333.5 | 151891.4 |
| 164.055        | 1.5       | L-RHAMNOSE                       | 0.043106 | <b>1.26</b> | 54934.681 | 47735.53 | 43796.99 | 45206.76 | 43313.29 | 21780.19 | 61212.03 | 56025.19 | 54001.76 | 52133.35 | 51993.01 | 48962.68 |
| 537.326        | 8.75      | 537.3266@8.748                   | 0.044886 | <b>1.03</b> | 209433.44 | 209559.7 | 213559.2 | 218249.7 | 217456.3 | 209986.3 | 219850.1 | 213039.2 | 218410.3 | 215239   | 229806.5 | 221948.9 |
| 148.035        | 7.49      | Methylmalate?                    | 0.046224 | <b>1.69</b> | 238616.71 | 200796.6 | 226369.7 | 230282.5 | 256008.5 | 288905   | 223375   | 582056.7 | 273894.6 | 588074.9 | 527560.7 | 243984.3 |
| 749.5342       | 4.3229995 | PE(P-38:5)                       | 0.046778 | <b>0.92</b> | 606099    | 665298   | 745203   | 607464   | 659355   | 703771   | 568651   | 624384   | 593099   | 634252   | 624278   | 611696   |
| 705.528        | 7.74      | 705.5278@7.7409997               | 0.047103 | <b>1.11</b> | 343946.15 | 355845.8 | 375849.5 | 415715.8 | 376188.3 | 384007.2 | 438353.8 | 462037.8 | 441811.2 | 408325.7 | 392708.7 | 358888.6 |
| 666.5191       | 1.0130001 | DG(40:7)                         | 0.048597 | <b>0.64</b> | 6735      | 6754     | 11698    | 5242     | 5752     | 8225     | 4978     | 3262     | 2436     | 5224     | 7075     | 5612     |
| 664.5067       | 1.0130001 | DG(40:8)                         | 0.04449  | <b>0.72</b> | 9100      | 9391     | 14301    | 8087     | 10119    | 14045    | 7995     | 7990     | 4283     | 8710     | 8942     | 9048     |
| 311.236        | 1.25      | 311.2383@1.269                   | 0.049318 | <b>1.34</b> | 23188.898 | 19393.18 | 26637.56 | 27256.28 | 20932.58 | 14530.15 | 25061.86 | 26581.5  | 41815.93 | 23363.96 | 28941.9  | 30960.58 |

PA: phosphatidic acid; PC: phosphatidylcholine; PE: phosphatidylethanolamine; DG: diacylglycerol

Statistically significant increase (fold change vs WT)

Decrease

Unpaired t-tests (p<0.05)

PA: phosphatidic acid

PC: phosphatidylcholine

PE: phosphatidylethanolamine

DG: diacylglycerol

**Supplementary Table 4.** Lipidomics data complementing Fig. 4e.

| Species  | F1/WT | F2/WT |  | Species       | F1/WT | F2/WT |  | Species           | F1/WT | F2/WT |  | Species        | F1/WT | F2/WT |
|----------|-------|-------|--|---------------|-------|-------|--|-------------------|-------|-------|--|----------------|-------|-------|
| PA 36:1  | 1.0   | 0.6   |  | PEp 36:0      | 2.3   | 1.2   |  | PG 34:0           | 0.8   | 0.8   |  | BMP 34:1       | 1.0   | 0.7   |
| PA 36:2  | 0.9   | 0.6   |  | PEp 36:1      | 0.8   | 0.7   |  | PG 34:1           | 0.7   | 0.8   |  | BMP 34:2       | 0.8   | 0.7   |
| PA 36:3  | 0.8   | 0.6   |  | PEp 36:2      | 1.2   | 0.9   |  | PG 34:2           | 0.7   | 0.8   |  | BMP 36:0       | 1.0   | 0.8   |
| PA 36:4  | 0.8   | 0.6   |  | PEp 36:3      | 0.6   | 0.7   |  | PG 36:0           | 0.6   | 0.5   |  | BMP 36:1       | 1.0   | 0.6   |
| PA 38:0  | 0.9   | 0.6   |  | PEp 36:4      | 1.0   | 1.2   |  | PG 36:1           | 0.7   | 0.6   |  | BMP 36:2       | 0.9   | 0.7   |
| PA 38:1  | 0.8   | 0.5   |  | PEp 38:0      | 1.2   | 1.0   |  | PG 36:2           | 0.6   | 0.6   |  | BMP 36:4       | 1.0   | 1.0   |
| PA 38:2  | 0.9   | 0.5   |  | PEp 38:1      | 0.8   | 0.7   |  | PG 36:3           | 0.7   | 0.7   |  | BMP 38:0       | 1.0   | 1.1   |
| PA 38:3  | 0.8   | 0.6   |  | PEp 38:2      | 1.0   | 0.6   |  | PG 36:4           | 0.9   | 1.1   |  | BMP 38:2       | 1.0   | 0.6   |
| PA 38:4  | 0.9   | 0.5   |  | PEp 38:3      | 1.1   | 1.1   |  |                   |       |       |  | BMP 38:3       | 0.8   | 0.6   |
| PA 38:5  | 0.9   | 0.5   |  | PEp 38:4      | 0.9   | 1.1   |  |                   |       |       |  | BMP 38:4       | 0.9   | 0.7   |
| PA 38:6  | 1.0   | 0.7   |  | PEp 38:5      | 0.9   | 1.1   |  |                   |       |       |  | BMP 38:6       | 0.9   | 0.9   |
| PA 40:4  | 1.1   | 0.5   |  | PEp 38:6      | 1.0   | 1.2   |  |                   |       |       |  | BMP 40:4       | 1.0   | 0.6   |
| PA 40:5  | 1.0   | 0.5   |  |               |       |       |  |                   |       |       |  | BMP 40:5       | 1.0   | 0.8   |
| PA 40:6  | 1.0   | 0.5   |  |               |       |       |  |                   |       |       |  | BMP 40:6       | 1.0   | 0.6   |
| PA 40:7  | 1.1   | 0.4   |  |               |       |       |  |                   |       |       |  | BMP 40:7       | 1.0   | 1.0   |
| PA 42:5  | 1.1   | 0.5   |  |               |       |       |  |                   |       |       |  |                |       |       |
|          |       |       |  |               |       |       |  |                   |       |       |  |                |       |       |
| Species  | F1/WT | F2/WT |  | Species       | F1/WT | F2/WT |  | Species           | F1/WT | F2/WT |  | Species        | F1/WT | F2/WT |
| LPI 16:0 | 1.4   | 1.1   |  | SM d18:1/20:0 | 1.0   | 0.8   |  | GalCer d18:1/20:0 | 1.4   | 0.9   |  | GM3 d18:1/18:0 | 5.6   | 1.7   |
| LPI 18:0 | 4.0   | 1.4   |  | SM d18:1/20:1 | 0.9   | 0.9   |  | GalCer d18:1/20:1 | 1.5   | 1.0   |  | GM3 d18:1/20:0 | 3.8   | 1.8   |
| LPI 18:1 | 1.1   | 1.2   |  | SM d18:1/22:0 | 1.0   | 0.8   |  | GalCer d18:1/22:0 | 1.2   | 0.9   |  | GM3 d18:1/24:0 | 1.8   | 2.1   |
| LPI 20:4 | 0.9   | 1.3   |  | SM d18:1/22:1 | 1.0   | 0.7   |  | GalCer d18:1/22:1 | 1.3   | 1.0   |  |                |       |       |
|          |       |       |  | SM d18:1/24:0 | 1.1   | 0.9   |  |                   |       |       |  |                |       |       |
|          |       |       |  | SM d18:1/24:1 | 1.0   | 0.8   |  |                   |       |       |  |                |       |       |
|          |       |       |  | SM d18:1/26:0 | 1.0   | 0.8   |  |                   |       |       |  |                |       |       |
|          |       |       |  | SM d18:1/26:1 | 1.0   | 0.7   |  |                   |       |       |  |                |       |       |
|          |       |       |  |               |       |       |  |                   |       |       |  |                |       |       |
|          |       |       |  |               |       |       |  |                   |       |       |  |                |       |       |
|          |       |       |  |               |       |       |  |                   |       |       |  |                |       |       |
|          |       |       |  |               |       |       |  |                   |       |       |  |                |       |       |
|          |       |       |  |               |       |       |  |                   |       |       |  |                |       |       |
|          |       |       |  |               |       |       |  |                   |       |       |  |                |       |       |

Statistically significant increase (fold change vs WT)

Decrease

ANOVA, Bonferroni p<0.05.

PA: phosphatidic acid

PEp: plasmalogen phosphatidylethanolamine

PG: phosphatidylglycerol

BMP: bis(monoacylglycerol)phosphate

LPI: lysophosphatidylinositol

SM: sphingomyelin

GalCer: galactoceramide

GM3: monosialodihexosylganglioside

**Supplementary Table 5.** Functions enriched in DMR genes present in both F1 and F2 neurons

| Functional Annotation                                  | p-Value  | Molecules                                                                                                                                                                           |
|--------------------------------------------------------|----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Behavior</b>                                        |          |                                                                                                                                                                                     |
| anxiety                                                | 2.01E-05 | ADORA2A,CAMK2A,CRHR1,DRD2,GRIN3B,LMTK3,NFATC2,NPAS3,OPRD1,PCSK1N,RAI1,SHANK1,SLC6A4                                                                                                 |
| hypoactivity of mice                                   | 6.89E-05 | ADORA2A,DLG4,DRD2,GNAS,GRIN3B,HCN2,NR4A2,SHANK1,SLC6A4,SOC57,SRGAP3                                                                                                                 |
| prepulse inhibition                                    | 1.60E-04 | ADORA2A,DLG4,DRD2,GNAS,NTSR1,SLC6A4,SRGAP3                                                                                                                                          |
| social exploration                                     | 5.03E-04 | DLG4,GRIN3B,NPAS3,SLC6A4,SRGAP3                                                                                                                                                     |
| hypothermia                                            | 7.55E-04 | DRD2,GALP,NTSR1,PPARA,SLC6A4                                                                                                                                                        |
| emotional behavior                                     | 1.66E-03 | ADORA2A,CAMK2A,CRHR1,DLG4,DRD2,GALP,LMTK3,NPAS3,NR4A2,RIMS2,SHANK1,SLC6A4                                                                                                           |
|                                                        |          |                                                                                                                                                                                     |
| <b>Lipid Metabolism</b>                                |          |                                                                                                                                                                                     |
| phosphorylation of sphingolipid                        | 6.71E-04 | CERK,SPHK1                                                                                                                                                                          |
| concentration of lipid                                 | 1.67E-03 | ABHD5,ADORA2A,BRD2,CEBPA,CERK,CRHR1,CXCL14,CYP26B1,DGKE,DLG4,DLK1,DRD2,GNAS,LTC4S,MBP,mir-33,NGFR,PLA2G1B,PPARA,RAI1,SIRT4,SLC5A10,SLC6A4,SMARCD3,SMPD3,SPHK1,SREBF2,SRGAP3,ST8SIA1 |
| synthesis of ceramide                                  | 3.84E-03 | CERK,DRD2,NGFR,SMPD3,SPHK1                                                                                                                                                          |
| synthesis of lipid                                     | 3.93E-03 | ABHD5,ACADVL,BRD2,CEBPA,CERK,CRHR1,DGKE,DRD2,EDNRB,ITGA6,LTC4S,MAP3K1,NFATC2,NGFR,NR4A2,PDGFB,PIGY,PLA2G1B,PPARA,SIRT4,SLC22A2,SMPD3,SPHK1,SREBF2,ST8SIA1                           |
| synthesis of glycolipid                                | 4.41E-03 | CERK,DRD2,NGFR,PIGY,SMPD3,SPHK1,ST8SIA1                                                                                                                                             |
| synthesis of glycosphingolipid                         | 4.69E-03 | CERK,DRD2,NGFR,SMPD3,SPHK1,ST8SIA1                                                                                                                                                  |
|                                                        |          |                                                                                                                                                                                     |
| <b>Neurotransmission, synapse/neuronal development</b> |          |                                                                                                                                                                                     |
| neurotransmission of axons                             | 6.71E-04 | EPHB2,RIMS2                                                                                                                                                                         |
| proliferation of neuronal cells                        | 1.05E-03 | ADORA2A,BRSK1,CAMK2A,DLG4,DRD2,DVL2,EML1,EPHB2,GNAS,ITGA6,KIF26A,MID1,MYLIP,NFATC2,NGFR,OPRD1,PCSK1N,PDGFB,PXN,SMARCD3,SRGAP3,TIAM1,ZNF423                                          |
| metabolism of dopamine                                 | 1.15E-03 | DRD2,NR4A2,SLC6A4,SNCB                                                                                                                                                              |
| morphogenesis of neurites                              | 1.87E-03 | ADORA2A,ATXN10,BRSK1,CAMK2A,CRHR1,CUL7,CUX2,DLG4,DRD2,EPHB2,FGF13,MID1,NGFR,PTPN20B,SDK2,TIAM1,USP21                                                                                |
| neurotransmission                                      | 1.98E-03 | ADORA2A,CAMK2A,CRHR1,DLG4,DRD2,EPHB2,HCN2,MBP,MYH14,NGFR,NTSR1,RIMS2,RXRB,SCN8A,SLC6A4,SNCB,SNPH                                                                                    |
| neuritogenesis                                         | 2.05E-03 | ADORA2A,ATXN10,BRSK1,CAMK2A,CRHR1,CUL7,CUX2,DLG4,DRD2,EPHB2,FGF13,MBP,MID1,NGFR,PTPN20B,PXN,SDK2,SNCB,ST8SIA1,STMN1,TIAM,USP21                                                      |
| abnormal pruning of axons                              | 2.19E-03 | EPHB2,NGFR                                                                                                                                                                          |
| transport of monoamines                                | 2.74E-03 | DRD2,SLC22A2,SLC6A4                                                                                                                                                                 |
| plasticity of synapse                                  | 2.75E-03 | ADORA2A,CAMK2A,CRHR1,DLG4,DRD2,EPHB2,NGFR                                                                                                                                           |
| size of dendritic spines                               | 4.52E-03 | CAMK2A,DLG4                                                                                                                                                                         |

| Supplementary Table 6. Functions enriched in F1-F2 differentially expressed and differentially methylated genes |          |                                                               |             |
|-----------------------------------------------------------------------------------------------------------------|----------|---------------------------------------------------------------|-------------|
| Functional Annotation                                                                                           | p-Value  | Molecules                                                     | # Molecules |
| Lipid Metabolism                                                                                                |          |                                                               |             |
| synthesis of glycosphingolipid                                                                                  | 3.89E-04 | CERK,SLC27A1,SMPD3,ST8SIA1                                    | 4           |
| quantity of diacylglycerol                                                                                      | 6.97E-04 | DGKE,FAAH,SLC27A1                                             | 3           |
| synthesis of lipid                                                                                              | 9.22E-04 | ACADVL,CERK,CRHR1,DGKE,EDNRB,FAAH,SIRT4,SLC27A1,SMPD3,ST8SIA1 | 10          |
| concentration of arachidonic acid                                                                               | 2.42E-03 | CERK,DGKE                                                     | 2           |
| hydrolysis of 1,2-diocanoyl-sn-glycerol                                                                         | 6.66E-03 | PAFAH2                                                        | 1           |
| phosphorylation of ceramide to ceramide-1-P                                                                     | 6.66E-03 | CERK                                                          | 1           |
| synthesis of ganglioside<br>GD1b,GD2,GT1,GD3                                                                    | 9.97E-03 | ST8SIA1                                                       | 1           |
| catabolism of sphingomyelin                                                                                     | 1.98E-02 | SMPD3                                                         | 1           |

| Supplementary Table 7. Functions enriched in PGC differentially methylated genes |          |                                                |             |
|----------------------------------------------------------------------------------|----------|------------------------------------------------|-------------|
| Functional Annotation                                                            | p-Value  | Molecules                                      | # Molecules |
|                                                                                  |          |                                                |             |
| Imprinting                                                                       | 3.37E-04 | Bicap,Nnat, Airn/Igfr2, Ccdc40, Dio3, Wt1      | 5           |
| Fertility                                                                        | 4.16E-04 | Airn/Igfr2, Dio, Cnaz, Lhcgr, Parp1, Sulf2, Wt | 7           |
| Morphogenesis of genital organ                                                   | 2.58E-03 | Lhcgr, Wt                                      | 2           |

How the deposited data were processed for this re-analysis (not part of the article)

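RNA-Seq read counts of the ventral dentate granule cell layer were analysed in 6 libraries, 2 each from WT, F1 and F2 adult males. The authors microdissected the layer from cryosections, sequenced single-end reads of 50 bp on Illumina HiSeq instruments of more than 1 model, aligned them to mm9 with TopHat without searching for new junctions, and deposited counts per gene from HTSeq in its intersection-strict mode, without normalization. Not in these counts are reads that aligned to several places, lay wholly within exons of more than 1 gene or reached outside annotated exons. Genes with near-identical copies are therefore undercounted. Between 26358165 and 33727936 reads per library were counted on genes. Intervals from counting alone would be narrow at this depth, and the number of libraries limits the precision. The bisulfite sequencing samples of the study were not analysed here.

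Libraries were assigned to groups and replicates by the labels and the paper. Replicates were not duplicates: the chi-square of replicate 1 against replicate 2 over genes, divided by its degrees of freedom, was 23 in WT, 18.5 in F1 and 22.3 in F2. Counts were filtered with filterByExpr, normalized by TMM and compared with the exact test in edgeR 4.0.16 under R 4.3.3, with common and then tagwise dispersion estimated over all groups, and p-values were adjusted by the Benjamini-Hochberg method. The threshold was q under 0.01, as in the paper's results. Standard errors of log2 fold changes follow from the mean counts and the tagwise dispersion by the delta method. The function of edgeR is not named in the paper's methods, and the exact test is its default for a pair of groups with tagwise dispersion. Lists of genes were taken from Fig. 4b, Fig. 5c and Supplementary Tables 1, 2, 5 and 6. The genes named are those of Supplementary Tables 2 and 6, Fig. 4b and Fig. 5c, Htr1a, sex-linked genes, genes of the cell-type lists, and the 5 largest shared rises and falls with a mean of at least 50 counts and all F1 and F2 libraries on the same side of both WT libraries. This rule was set before the data were examined. Some genes it covers are not reported here by name, and the counts of genes include them.

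The procedure was tested on simulated data with 200 changed genes. The exact test recovered 95% of them and 1.55% of its calls were false, with no calls when no gene was changed. The quasi-likelihood test recovered 94%, with 0.529% of its calls false. The likelihood-ratio test with the replicate block recovered 94.5%, with 2.07% false. Neither made calls when no gene was changed. The simulation used the same dispersion for all genes. Alternatives tried were edgeR's quasi-likelihood and likelihood-ratio tests, each with and without the replicate number as a block, DESeq2 1.42.0, dispersion from the 2 groups compared, other normalizations and filters, a threshold of 0.05, and each library left out in turn. A correction for GC content and exon length, the same with the block, and a block with crossed F2 numbers were added after seeing the data. Positions, gene types, exon lengths and GC content come from GENCODE M1 on mm9, which matched 32955 of the 34620 symbols, and 98% of the tested genes had a length and GC content. Lists of cell-type genes were compared with 10000 random lists matched on expression. Tables and plots were made with Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The Ingenuity enrichments were not repeated, since they rest on that tool's annotation.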

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

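The gene lists and the tests of cell composition, library size, dominant genes, gene length, mislabelling, grouping and genetic differences were set before their results were seen. For the cell-type lists, the requirement that a list mean in all 4 F1 and F2 libraries exceed both WT libraries was chosen after. The comparison of genes present only in some libraries, with its count limits, was also chosen after.

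F2 and F1 differed from each other in 129 genes at q under 0.01 by edgeR's exact test, 53 higher and 76 lower in F2. Among the genes named, the log2 fold changes of F2 against F1 were -0.94 for Cdhr1 (adjusted p = 0.00579 by edgeR's exact test and 0.101 by its quasi-likelihood test), -2.12 for Tpm3-rs7 (adjusted p = 0.00568 by edgeR's exact test and 0.144 by its quasi-likelihood test), -0.66 for Cyth4 (adjusted p = 0.0067 by edgeR's exact test and 0.104 by its quasi-likelihood test) and 2.91 for the uncharacterized protein-coding gene on chromosome 12 from 111905899 to 111920829 (adjusted p = 2.65e-08 by edgeR's exact test and 0.0199 by its quasi-likelihood test). The count was 2 by edgeR's quasi-likelihood test and 9 by that test with the replicate block, 103 by DESeq2, 184 by edgeR's likelihood-ratio test and 163 by that test with the block, so the number depends on the test. Of the 6 libraries, 4 lay nearest to their own replicate, and both F1 libraries lay nearest to F2 replicate 2. The labelled pairs lay 0.415 and 0.357 apart (root mean square difference of log2 CPM), against 0.408 and 0.422, or 0.477 and 0.413, with a library exchanged between F1 and F2. An exchange is not excluded by distances between so few libraries, but it would lessen a difference between F1 and F2. For Cdhr1, Tpm3-rs7, Cyth4 and the gene on chromosome 12, the F2 mean lay between those of WT and F1. F2 males had WT fathers, so genetic differences between the WT lineage and the H line could also give such values. These genes were picked as the largest shared changes, so they cannot decide this. No biological explanation was tested.

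The means of 4 lists of cell-type genes, which the paper does not examine, were higher in all 4 F1 and F2 libraries than in both WT libraries. Their mean log2 fold changes were 0.55 in F1 and 0.50 in F2 for the 6 oligodendrocyte precursor genes, with adjusted p of 0.001 and 0.001, 0.31 in F1 and 0.50 in F2 for the 10 astrocyte genes, with adjusted p of 0.008 and 0.0007, 0.37 in F1 and 0.51 in F2 for the 11 microglia genes, with adjusted p of 0.0007 and 0.0007, and 0.40 in F1 and 0.52 in F2 for the 8 endothelial genes, with adjusted p of 0.02 and 0.001, from 10000 random lists matched on expression, 2-sided and Benjamini-Hochberg adjusted over 11 lists and both comparisons. The smallest unadjusted p these draws can give is 0.0002. Random lists model neither genes that vary together nor the spread between the 2 libraries of a group. The immediate early gene list thus had an adjusted p of 0.0007 in F1, where its libraries lay 0.97 and 0.10 above the WT mean (log2 CPM). In all, 5 lists lay outside 95% of random lists in both F1 and F2, and 4 of these had all 4 libraries above WT. Of the other lists, dentate granule cell genes had means of -0.08 in F1 and 0.19 in F2, so they did not fall in F2. By the same draws, their adjusted p was 0.2 and 0.08. CA pyramidal cell genes had 0.19 and 0.31, with adjusted p of 0.2 and 0.03. Red blood cell genes had 1.12 and 0.53, with adjusted p of 0.02 and 0.09. A candidate explanation for the 4 higher lists is a larger share of glial and vascular RNA in the F1 and F2 dissections. Expression per cell was not measured, so a change within cells cannot be told apart from it.

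Other technical explanations for the difference between WT and the other libraries were also tested. In total counts, 1 of the 2 WT libraries lay above all F1 and F2 libraries and the other among them. The share of counts in the 10 most counted genes differed by 1.2 percentage points between WT and the others, less than between the 2 WT libraries (6.72% and 9.29%). Log2 fold changes had Spearman correlations across genes with exon length of 0.0834 in F1 and 0.114 in F2, and with GC content of -0.00128 and -0.025. Of the 15 ways to form 3 pairs of the 6 libraries, 1, the real one, gave as large a share of variance between pairs, and 15 ways cannot give a share under 0.05. Genes that changed in both F1 and F2 lay next to each other on the chromosomes in 156 pairs, against 116 at the upper 5% limit of random draws matched on expression, and in 116 pairs without overlapping spans, against 102. Such clustering may come from genetic differences between the WT lineage and the H line, and neighbouring genes with common regulation would give it too. F1 males descend from the H line through both parents, and F2 males through their mothers only, since their fathers were WT. The median absolute log2 fold change of the genes past q under 0.01 was 0.83 in F1 and 0.83 in F2. Each list was chosen by its own threshold, so these medians do not exclude genetic differences. The WT libraries lay 0.352 from each other and at least 0.552 from every other library (root mean square difference of log2 CPM), and an exchange between F1 and F2 would not set WT apart from both. Cell composition, RNA preparation, genetic differences and a chance or batch difference between so few libraries therefore remain beside the maternal environment as explanations.

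With at most 2 counts in both WT libraries and at least 10 in each F1 and F2 library, 4 genes were counted only in F1 and F2 (Gm4485, Gm8281, Lefty1 and Serpina3m), and 1 (Gm15797) only in WT. Lefty1 had 0 counts in both WT libraries and 19 to 22 in the others. Of the 15 pairs of libraries, 1, the WT pair, lacked as many genes that the other 4 had, and 15 pairs cannot give a share under 0.05. No biological explanation was tested.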

How the results depend on the processing

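The alternatives were set before the data were examined, except the corrections for GC content and length, the crossed block and the comparison of Supplementary Table 5 genes. Against the exact test (2144 genes in F1, 2084 in F2, 129 between F2 and F1 and 1336 shared, and among the shared 6 sphingolipid, 3 GM3-related, 6 inositol phosphate, 88 Supplementary Table 1, 6 Supplementary Table 6 and 22 Fig. 4b genes in the direction of the arrow), the quasi-likelihood test gave 1029 genes in F1, 997 in F2, 2 between F2 and F1 and 667 shared, and among the shared 1 sphingolipid, 0 GM3-related, 0 inositol phosphate, 33 Supplementary Table 1, 2 Supplementary Table 6 and 7 Fig. 4b genes in the direction of the arrow. With the replicate block it gave 848 genes in F1, 758 in F2, 9 between F2 and F1 and 540 shared, and among the shared 1 sphingolipid, 0 GM3-related, 0 inositol phosphate, 27 Supplementary Table 1, 2 Supplementary Table 6 and 6 Fig. 4b genes in the direction of the arrow. At the threshold of 0.05 there were 10 lipid genes of Supplementary Table 5, and both quasi-likelihood tests gave 2 lipid genes of Supplementary Table 5, against 4. Where these tests gave 0 genes, all 7 GM3-related and all 10 inositol phosphate genes had an unadjusted p under 0.05 in both F1 and F2. The threshold of 0.05 gave 3623 genes in F1, 3606 in F2, 230 between F2 and F1 and 2362 shared, and among the shared 10 sphingolipid, 6 GM3-related, 10 inositol phosphate, 148 Supplementary Table 1, 11 Supplementary Table 6 and 41 Fig. 4b genes in the direction of the arrow. The cause of these differences was not tested.

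The likelihood-ratio test with the replicate block gave 2097 genes in F1, 2099 in F2 and 1370 shared, and every count of that test stayed within 1.5 times that of the exact test. DESeq2's Wald test gave 3 shared inositol phosphate genes. The likelihood-ratio test without a block gave 184 genes between F2 and F1, 7 sphingolipid and 2 GM3-related genes. That test with the correction for GC content and length gave 216 genes between F2 and F1 and 10 sphingolipid genes, with the correction and the block 194 genes between F2 and F1, and with the crossed block 300 genes between F2 and F1 and 5 GM3-related genes. Part of the rise in the number of genes between F2 and F1 thus comes from the change of test, and the cause of the rest was not tested. Glycerophospholipid genes numbered within 1.5 times 6 under every alternative run.

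The correlation of F1 and F2 log2 fold changes, 0.793, was 0.606 without a filter on low counts, and 0.673 and 0.584 with a separate WT library for each comparison. With each library left out it lay between 0.679 and 0.821, and 44 Fig. 4b genes kept the direction of the arrow. Among the genes of Supplementary Tables 2 and 6, Fig. 4b and Fig. 5c, the largest shared changes and Htr1a, no log2 fold change against WT changed sign under any alternative in which the gene was tested. With a library left out, that of Ddx3y in F1 lay between -0.04 and 0.08, and some genes of the cell-type lists changed sign too. By the quasi-likelihood test, 43 log2 fold changes of the genes with a stable sign no longer passed q under 0.01, and 53 with the replicate block, and with the threshold of 0.05, 32 more passed. The choroid plexus list had a mean of -0.13 and a median of 0.069 in F1, and 0.09 and -0.14 in F2. With 2 libraries per group, a fit without a library leaves 1 in an arm, so no calls were made there.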

Differences from the paper's values

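The paper's number of shared differentially expressed genes is about 2300 in Fig. 4a, read by eye, and 1336 were found with edgeR's exact test at q under 0.01. Of the alternatives set before the data were examined, edgeR's likelihood-ratio test (1640) and the threshold of 0.05 (2362) came within 1.5 times the paper's value, and the others did not. Of those chosen after seeing the values, the GC content and length correction (1770) and the crossed block (1931) did too.

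The paper gives 11 sphingolipid genes as differentially expressed, and 6 had q under 0.01 in both F1 and F2. Of the alternatives set before the data were examined, dispersion from the 2 groups compared (8) and the threshold of 0.05 (10) came within 1.5 times the paper's value, and the others did not. Of those chosen after seeing the values, the GC content and length correction (10) and that correction with the replicate block (8) did too.

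The paper gives 7 GM3-related genes as upregulated, and 3 had q under 0.01 in both F1 and F2, while all 7 were higher than in WT. Of the alternatives set before the data were examined, the threshold of 0.05 (6) came within 1.5 times the paper's value, and the others did not. Of those chosen after seeing the values, the crossed block (5) did too.

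The paper lists 10 inositol phosphate genes, and 6 had q under 0.01 in both F1 and F2. Of the alternatives set before the data were examined, the threshold of 0.05 (10) came within 1.5 times the paper's value, and the others did not. Of those chosen after seeing the values, the GC content and length correction (7) and the crossed block (7) did too. For the shared, sphingolipid, GM3-related and inositol phosphate genes alike, only the threshold of 0.05 came within 1.5 times the paper's value. The paper's methods give this threshold and its results 0.01, so which of them its lists used is not settled here.

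Fig. 4b marks Grk4 with an upward arrow. Its log2 fold change was -0.70 in F1 and -0.93 in F2.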

Other observations

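The comparison of reads outside annotated exons was chosen only after the result was seen.

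The shared WT libraries were tested as an explanation for the overlap of F1 and F2. With a separate WT library for each comparison, the correlation of log2 fold changes across genes was 0.673 and 0.584. With F1 libraries as the shared reference for WT and F2 it was 0.344, and with F2 libraries as the reference for WT and F1 0.28, lower than the 0.793 with WT as the reference. Sharing the WT libraries therefore does not fully explain the overlap.

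More shared genes fell (1057) than rose (279). More unspliced, nuclear or genomic reads in the WT libraries may contribute: 16.3% of the genes that fell were not protein-coding, against 5.05% of those that rose. Among protein-coding genes with a mean of at least 100 counts, 3.1 genes fell per gene that rose. This went against the prediction, written before the test, that falls would no longer be the majority among these genes, although unspliced and nuclear RNA comes from such genes too. In 2 of the 2 WT libraries the share of uniquely aligned reads outside annotated exons (17.7% and 20.7%) was above that of every F1 and F2 library, which ranged from 12.2% to 17.4%. The highest of these was F2 replicate 2. It lay 0.357 from F2 replicate 1, 0.578 from WT replicate 1 and 0.553 from WT replicate 2 (root mean square difference of log2 CPM). These distances rest on 1 library, so they cannot decide whether this share accounts for the difference from WT. A difference in RNA preparation between WT and the other libraries may contribute, and no biological explanation was tested.

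The oligodendrocyte list had the largest mean log2 fold changes of the lists outside 95% of random lists in both F1 and F2, 0.85 in F1 and 0.67 in F2, with all 14 genes higher in both. Its mean log2 CPM lay -0.40 and 0.40 from the WT mean in the WT libraries, 1.05 and 0.74 in the F1 libraries, and 0.23 and 1.09 in the F2 libraries, so F2 replicate 1 lay within the WT range and the others above it. This list was part of the first comparison and was set apart once the spread of the WT and F2 libraries was seen. The immediate early genes were at 0.97 in F1 replicate 1 and 0.10 in F1 replicate 2, and at 0.11 and 0.07 in the F2 libraries. The dentate granule cell list had mean log2 fold changes of -0.08 and 0.19.

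The Y-linked gene Eif2s3y had 3154 and 2552 counts in the WT libraries and between 1035 and 1426 in the F1 and F2 libraries, with log2 fold changes of -1.02 (adjusted p = 1.91e-14 by edgeR's exact test) and -1.16 (adjusted p = 6.58e-18 by edgeR's exact test). The Y-linked gene Ddx3y had log2 fold changes of 0.02 and 0.14 (adjusted p = 0.938 and 0.454 by edgeR's exact test). Kdm5d, also Y-linked, had -0.32 and -0.26 (adjusted p = 0.097 and 0.215 by edgeR's exact test). Uty, also Y-linked, had -0.12 and -0.23 (adjusted p = 0.648 and 0.319 by edgeR's exact test). For Kdm5d and Uty, all F1 and F2 libraries lay below both WT libraries in CPM. According to the paper's methods, F2 males had WT fathers.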
